# Genome-wide analysis of condensin binding in *Caenorhabditis elegans*

**DOI:** 10.1186/gb-2013-14-10-r112

**Published:** 2013-10-14

**Authors:** Anna-Lena Kranz, Chen-Yu Jiao, Lara Heermans Winterkorn, Sarah Elizabeth Albritton, Maxwell Kramer, Sevinç Ercan

## Abstract

**Background:**

Condensins are multi-subunit protein complexes that are essential for chromosome condensation during mitosis and meiosis, and play key roles in transcription regulation during interphase. Metazoans contain two condensins, I and II, which perform different functions and localize to different chromosomal regions. *Caenorhabditis elegans* contains a third condensin, I^DC^, that is targeted to and represses transcription of the X chromosome for dosage compensation.

**Results:**

To understand condensin binding and function, we performed ChIP-seq analysis of *C. elegans* condensins in mixed developmental stage embryos, which contain predominantly interphase nuclei. Condensins bind to a subset of active promoters, tRNA genes and putative enhancers. Expression analysis in *kle-2*-mutant larvae suggests that the primary effect of condensin II on transcription is repression. A DNA sequence motif, GCGC, is enriched at condensin II binding sites. A sequence extension of this core motif, AGGG, creates the condensin I^DC^ motif. In addition to differences in recruitment that result in X-enrichment of condensin I^DC^ and condensin II binding to all chromosomes, we provide evidence for a shared recruitment mechanism, as condensin I^DC^ recruiter SDC-2 also recruits condensin II to the condensin I^DC^ recruitment sites on the X. In addition, we found that condensin sites overlap extensively with the cohesin loader SCC-2, and that SDC-2 also recruits SCC-2 to the condensin I^DC^ recruitment sites.

**Conclusions:**

Our results provide the first genome-wide view of metazoan condensin II binding in interphase, define putative recruitment motifs, and illustrate shared loading mechanisms for condensin I^DC^ and condensin II.

## Background

Condensins are evolutionarily conserved protein complexes that function in a wide-range of cellular processes including chromosome condensation, segregation, transcription regulation and DNA repair [1-4]. Metazoans contain two types of condensins (I and II) that share a heterodimer of two structural maintenance of chromosomes (SMC) proteins, and are distinguished by a distinct set of three regulatory proteins named CAPG, CAPD and CAPH [5] (Figure 1A). Condensin I and II bind to different regions of chromosomes and accomplish different functions (reviewed in [2]), but how different types of condensins are specifically targeted to their chromosomal sites is currently unknown.

**Figure 1:**
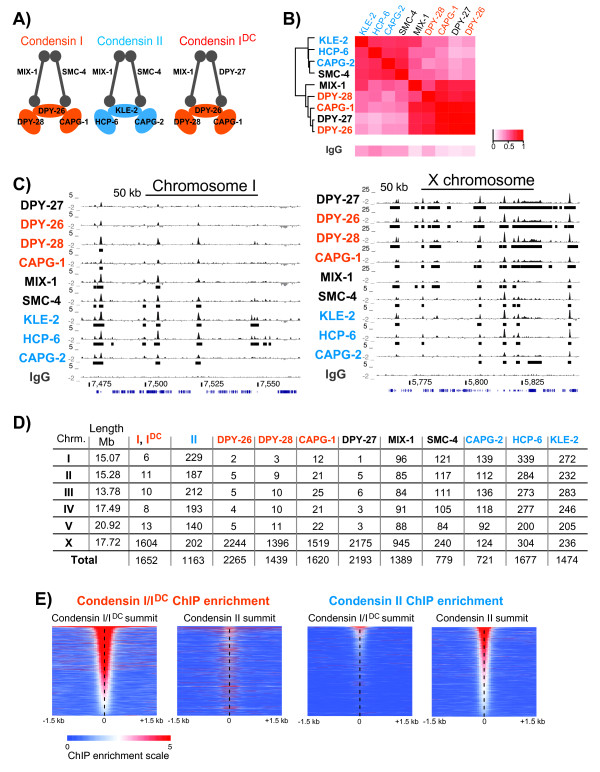
**Chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) patterns of the three condensins in *Caenorhabditis elegans *embryos. (A)** Subunit composition of the three *C. elegans* condensin complexes. Condensin I and II share SMC-4 and MIX-1, and are distinguished by three non-SMC subunits. DPY-27, an SMC protein, is the only subunit different between condensin I and the dosage compensation condensin I^DC^. Non-SMC subunits of condensin I-I^DC^ and condensin II are in orange and blue, respectively. **(B)** Median ChIP-seq enrichment in 1 kb contiguous windows across the genome were used to calculate pairwise Pearson correlation coefficients, clustered with hierarchical clustering, and plotted as a heat map. The subunits of each condensin type cluster closer together. **(C)** University of California Santa Cruz (UCSC) genome browser view of ChIP-seq enrichment scores of each condensin subunit across a 200 kb region on chromosome I (left) and X chromosome (right). Note that on the X chromosome condensin I-I^DC^ subunit (orange) ChIP-enrichment scores are much greater; the scale is five times larger than that of condensin II subunits (blue). **(D)** The number of ChIP-seq binding peaks per condensin subunit per chromosome is shown. Condensin I^DC^ mostly binds to the X chromosome, whereas condensin II is similarly distributed across all chromosomes. **(E)** Average ChIP-seq enrichment score from non-SMC subunits of condensin I-I^DC^ and II are plotted across the summit of each condensin I-I^DC^ or condensin II peak. The peaks are ordered by ChIP enrichment (highest ChIP value on top), to illustrate that condensin II binds to highest ChIP enrichment sites of condensin I-I^DC^. ChIP-seq, chromatin immunoprecipitation followed by high-throughput sequencing; SMC, structural maintenance of chromosomes.

Condensin binding to eukaryotic genomes is tightly regulated both temporally during cell cycle and spatially along the chromosomes. Whereas purified *Xenopus* condensin I is able to bind both naked DNA and chromatin *in vitro *[6], condensin I remains cytoplasmic until the nuclear envelope breakdown, and associates with specific chromosomal regions, as observed by immunofluorescence microscopy in cultured vertebrate cells [7,8]. Condensin II, by contrast, is nuclear at all cell-cycle stages and shows a different chromosomal binding pattern compared to condensin I [7-9]. Unlike metazoans, the unicellular eukaryotes *Saccharomyces cerevisiae* and *Saccharomyces pombe* contain a single type of condensin that binds mostly intergenic regions that include RNA polymerase III transcribed genes, centromeres and ribosomal DNA (rDNA) [10,11]. Yeast condensin is recruited independently by TFIIIC to RNA polymerase III genes [10,11], and the monopolin complex to the rDNA locus [12,13]. Recruiters of metazoan condensins I and II are not well-defined.

*C. elegans* offers an excellent experimental model for studying condensin recruitment. In addition to the canonical condensins that are recruited to all chromosomes, *C. elegans* contains a third condensin (condensin I^DC^) that is targeted specifically to the X chromosome as part of the X chromosome dosage compensation complex (DCC) [9]. During embryogenesis, two zinc-finger-containing DCC subunits, SDC-2 and SDC-3, recruit condensin I^DC^ to approximately 100 recruitment sites on the X chromosome that are defined in part by a DNA sequence motif [14-18]. After recruitment, condensin I^DC^ spreads to nearby chromosomal sites in a motif-independent manner [19]. However, the recruitment mechanisms behind the binding of condensins I and II to the autosomes are not known.

To address the specificity of condensin I, II and I^DC^ targeting to the genome, we analyzed the genomic distribution of each condensin subunit in *C. elegans* mixed stage embryos using chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq). In mixed stage embryos, more than 95% of the nuclei are in interphase, therefore we were primarily analyzing the binding and function of condensins in interphase. The binding sites of condensins coincided mostly with tRNAs, enhancers and promoters. RNA-seq analysis in *kle-2-*mutant larvae suggested that condensin II is a transcriptional repressor. We found a 'GCGC’-containing DNA sequence motif enriched at the binding sites of all condensin types. Extension of the GCGC core motif on one side by AGGG produced the X chromosome recruitment motif for condensin I^DC^. Although their chromosomal distribution is different, high-resolution binding patterns of all condensin I^DC^ and condensin II were similar, suggesting a shared binding mechanism. Indeed, we found that SDC-2 was required for binding of both condensin I^DC^ and condensin II at recruitment sites on the X. In addition, SDC-2 also recruited the cohesin loader SCC-2 (homolog of cohesin loader Scc2 in yeast, *NIPBL* in humans) to the condensin I^DC^ recruitment sites on the X, suggesting interplay between condensin and cohesin in regulating X chromosome structure for dosage compensation. We hypothesize a model in which the specificity of metazoan condensin recruitment is achieved by transcription factors (TF) that recognize specific DNA sequence motifs to recruit condensins to their chromosomal binding sites.

## Results

Condensins I and II share the two SMC subunits MIX-1 and SMC-4, and are distinguished by three non-SMC subunits (Figure 1A). Condensin I^DC^ differs from condensin I by only one subunit, the SMC-4 variant DPY-27. We used one or two different antibodies against each condensin subunit for ChIP-seq and identified those binding sites common in multiple antibodies and biological replicates (Additional file 1: Table S1). 

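The ChIP-seq libraries analysed for these binding patterns came from mixed stage wild-type embryos crosslinked with 2% formaldehyde for 30 minutes. Immunoprecipitation of a DNA-bound protein enriches the fragments it sits on, and input chromatin sequenced alongside gives the background. Replicates per protein numbered 5 for DPY-26, MIX-1 and CAPG-2, 4 for DPY-28, DPY-27 and HCP-6, and 3 for CAPG-1, SMC-4, KLE-2 and SCC-2. RNA polymerase II (AMA-1, 2 libraries) and a non-specific IgG immunoprecipitation (3 libraries) served for comparison. According to Table S1, the 46 immunoprecipitated wild-type embryo samples, 2 of them for HTZ-1 (not analysed here), held between 5.70 and 41.8 M mapped reads (M, mega), with a median of 13.4 M. The largest, KLE-2 replicate 3, is the sum of 3 libraries. The authors aligned reads to WS220 with bowtie 0.12.7, combined the reads of all replicates of a protein, called peaks with MACS 1.4.1 at a p-value cutoff of e-10, and kept peaks also present in the majority of replicates. Each deposited list is therefore 1 pooled set per protein without replicate values, so differences between lists have no replicate error, and the intervals given are exact binomial 95% intervals over peaks. Every peak carries the score that MACS assigned to it, which is capped at 3100 in these lists. The lists held 2420 peaks for DPY-26, 1439 for DPY-28, 1620 for CAPG-1, 2193 for DPY-27, 1389 for MIX-1, 779 for SMC-4, 1474 for KLE-2, 1677 for HCP-6 and 721 for CAPG-2. IgG gave 23 peaks. Overlap meant at least 1 shared base, and chance overlap was taken from 10000 random placements of the same peak lengths. Reads in all ranged from 21.2 M for CAPG-1 to 76.9 M for CAPG-2, and the effect of depth on the number of peaks was not tested.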

Antibody validation and expected co-immunoprecipitation interactions from the condensin holocomplex are presented in Additional file 2. Pairwise correlation of median ChIP-enrichment scores clustered condensin I-I^DC^ and II subunits separately, confirming the distribution of individual subunits between the three condensin types (Figure 1B).

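The deposited peak lists carry no signal in windows, so the subunits were compared by the share of bases common to both lists among the bases covered by either list (Jaccard index). Among DPY-26, DPY-28, CAPG-1 and DPY-27 this index ranged from 0.341 to 0.554 over 6 pairs. Among KLE-2, HCP-6 and CAPG-2 it ranged from 0.308 to 0.414 over 3 pairs, and between the 2 sets it ranged from 0.028 to 0.104 over 12 pairs. Low values between the sets do not show separate sites, because unequal coverage limits the index. DPY-26 peaks covered 6.83 Mb and lay nearly all on the X, and KLE-2 peaks covered 2.50 Mb and lay mostly on autosomes. On the X alone the index between the 2 sets ranged from 0.029 to 0.154. Average-linkage clustering placed SMC-4 with KLE-2, HCP-6 and CAPG-2, and MIX-1 with DPY-26, DPY-28, CAPG-1 and DPY-27. On autosomes alone, MIX-1 instead joined the condensin II subunits. Its Jaccard index there was 0.211 (HCP-6) to 0.258 (CAPG-2) with these, and 0.033 (DPY-27) to 0.134 (CAPG-1) with the condensin I-I DC subunits. MIX-1 and SMC-4 are the SMC subunits held in common by condensin I and II. According to the paper, DPY-27 is the only subunit in which condensin I DC differs from condensin I. MIX-1 is thus part of condensin I DC as well, whereas DPY-27 takes the place of SMC-4 there. From the clustering of its ChIP scores, the paper concludes that the subunits were divided between the 3 condensin types as known.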

### High-resolution binding patterns of the three condensin complexes are similar

*C. elegans* condensin I and II have partially overlapping but different chromosomal localizations in mitosis and meiosis [9,20-22], and condensin I^DC^ is specifically targeted to the X [23]. Therefore, we expected to find different ChIP-seq patterns for condensin I, I^DC^ and II. Instead, binding patterns of condensin I, I^DC^ and II subunits were generally similar (Figure 1C). This similarity was not due to antibody cross-reactivity, because the HCP-6 antibody, which does not show any cross-reactivity and does not immunoprecipitate any condensin I-I^DC^ subunit [9], showed extensive co-localization with condensin I-I^DC^ subunits (see HCP-6 in Figure 1C). In addition, if the overlap of condensin II was due to cross-reactivity with condensin I^DC^, we would have expected an enrichment of condensin II binding sites on the X, which was not the case (Figure 1D). 

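Condensin II sites on the X, defined as bases covered by at least 2 of KLE-2, HCP-6 and CAPG-2, carried peaks of every condensin I-I DC subunit at high rates. Of 202 such sites, 189 overlapped a DPY-26 peak, 192 a DPY-28 peak, 199 a CAPG-1 peak and 185 a DPY-27 peak. In the other direction the overlap was lower: of 1605 condensin I-I DC sites on the X, 217 overlapped a KLE-2 peak, 283 an HCP-6 peak and 120 a CAPG-2 peak. The IgG list overlapped 2 of the 1605 sites.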

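The HCP-6 list held 304 peaks on the X, of which 290 (95.4%, 95% interval 92.4 to 97.5) overlapped a condensin I-I DC site. Random placements on the X overlapped in 32.2% of cases (permutation test, p = 0.0001, the smallest value 10000 placements can give). In the upper part of the list, the 159 X peaks with a score at or above the median, the share was 95.0%. From this overlap, together with the specificity of the antibody, the paper reasons that cross-reactivity does not explain the similar patterns.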

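The X made up 17.7% of the 100.04 Mb spanned by the lists. KLE-2 had 16.0% of its peaks there (236 of 1474, 95% interval 14.2 to 18.0), HCP-6 18.1% (304 of 1677, 16.3 to 20.1) and CAPG-2 17.2% (124 of 721, 14.5 to 20.2), so all 3 intervals contained the share of the X in length. DPY-26 had 98.2% of its peaks on the X, DPY-28 97.0%, CAPG-1 93.8% and DPY-27 99.2%. The shared subunits lay in between, with 68.0% for MIX-1 and 30.8% for SMC-4.

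**Figure D1:**
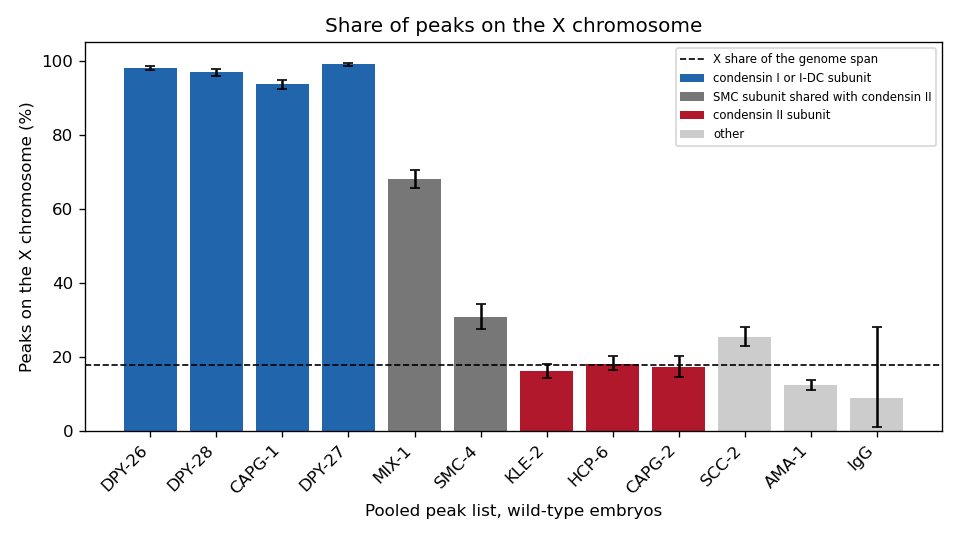
Percent of the peaks of each pooled wild-type embryo list that lie on the X chromosome, with exact binomial 95% intervals over peaks and the X share of the genome span as a dashed line. The 3 condensin II subunits sit at 16.0% to 18.1%, near the dashed line at 17.7%, and the 4 condensin I-I DC lists lie above 93%.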

Compared to condensin II, condensin I^DC^ subunits consistently had higher ChIP scores on the X, suggesting a difference in chromosomal association of the two condensin complexes as captured by ChIP (note different scales on X and chromosome I in Figure 1C). Since we performed ChIP-seq in mixed stage embryos, most of the cells (more than 95% estimated by 4',6-diamidino-2-phenylindole (DAPI) staining) were in interphase. The lack of condensin I subunits on autosomes (Figure 1C and Additional file 3: Figure S1A) and the previous observation that condensin I localizes to mitotic chromosomes after nuclear envelope breakdown [9,24] suggest that most of the ChIP-seq signal is from interphase. 

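Autosomal peaks of the condensin I-I DC subunits were few: 44 for DPY-26, 43 for DPY-28, 101 for CAPG-1 and 18 for DPY-27, against 1238 for KLE-2 and 1373 for HCP-6. A total of 48 autosomal sites were covered by at least 2 of DPY-26, DPY-28 and CAPG-1. Of these, 39 overlapped a condensin II site, 47 an SCC-2 peak, 20 an AMA-1 peak and 4 an IgG peak. IgG overlapped 6 of the 18 autosomal DPY-27 peaks, a larger share (33.3%) than for any other condensin subunit in wild-type embryos, so part of the few autosomal DPY-27 peaks lay where the non-specific control was also enriched. The paper proposes from the lack of condensin I on autosomes that most of the signal came from interphase nuclei.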

In support of this, condensin II was shown to be nuclear during interphase [9,24], and showed a more equal distribution of binding sites among all chromosomes (Figure 1D).

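Condensin II sites occurred at 15.2 per Mb on chromosome I, 12.3 on II, 15.4 on III, 11.1 on IV, 6.71 on V and 11.4 on the X, where lengths run to the last base of any peak. The X therefore lay within the range of the autosomes.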

KLE-2, HCP-6 and CAPG-2 are condensin II specific, thus represent condensin II binding. Condensin I and I^DC^ share all three non-SMC subunits, so hereafter we refer to the ChIP-seq signal from DPY-26, DPY-28 and CAPG-1 as from condensin I-I^DC^. To focus on the sites that are bound as a complex, we averaged the ChIP signal from the condensin-type specific CAP subunits. In addition to using averaged data, we verified that each analysis held true with single subunits, and we present HCP-6 and DPY-28 in supplemental figures. 

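Applying the definition of the paper's methods to the deposited lists, at least 2 of DPY-26, DPY-28 and CAPG-1 covered 1653 separate intervals (condensin I-I DC sites) with a median width of 1699 bp. At least 2 of KLE-2, HCP-6 and CAPG-2 covered 1163 intervals (condensin II sites) with a median width of 1215 bp, of which 229 lay on chromosome I, 187 on II, 212 on III, 193 on IV, 140 on V and 202 on the X. The further division of long intervals at signal summits was not applied here, as it needs the coverage tracks. With all 3 subunits required, 1109 condensin I-I DC and 508 condensin II sites were left, and with the upper part of each list by score 809 and 560.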

We identified a set of high confidence condensin I-I^DC^ and II binding sites by selecting only those ChIP-seq peaks that were consistent across two or more non-SMC subunits (Figure 1D). 

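On the X lay 1605 of 1653 condensin I-I DC sites (97.1%, exact binomial 95% interval 96.2 to 97.9), and 48 lay on autosomes. The share was 98.9% when all 3 subunits were required.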

As noted previously, 97% of condensin I-I^DC^ binding occured on the X chromosome [16,19]. Condensin II was similarly distributed between autosomes and the X. Condensin II bound to stronger condensin I-I^DC^ sites on the X chromosome (Figure 1E and Additional file 3: Figure S1B).

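In this comparison the MACS scores served only to rank peaks within a list. They were compared between X peaks with and without a condensin II site. Of 2376 DPY-26 peaks on the X, 183 overlapped a condensin II site. Their median score was 3100, the cap, against 804 for the others, and 86.3% of them were at the cap against 15.8%. In the DPY-28 list the medians were 3100 (189 peaks) and 726 (1207 peaks), and in the CAPG-1 list 3100 (196 peaks) and 483 (1323 peaks). Peaks with a condensin II site were also wider, with a median of 3714 bp against 2114 bp for DPY-26. When the labels were permuted among peaks of the same width decile, the mean rank of the peaks with a condensin II site, at percentile 85.4, 85.9 and 88.3 for DPY-26, DPY-28 and CAPG-1, exceeded that of every permutation (permutation test with 100000 resamples, p = 1e-05 for each list, the smallest possible). Peaks are not replicates, so these p-values describe the lists.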

### Condensin binding sites are enriched at active promoters

To identify the regions where condensins preferentially bind, we analyzed condensin binding sites with respect to several genomic annotations. Condensin binding sites were significantly enriched at promoters, near tRNA genes, and non-coding RNAs (Figure 2A, Additional file 4: Figure S2). To eliminate the possibility that condensin-bound tRNA genes only occur at promoters, we removed tRNA genes that were within 1 kb of a transcription start site (TSS) and determined that the overlap of tRNA and condensin binding sites remained significant (23% and 6% of tRNAs overlapped with condensin I-I^DC^ and II sites, respectively, *P* = 0.0002). Condensin binding at tRNA genes suggests that TFIIIC-mediated condensin recruitment may be conserved between *C. elegans* and yeast [10,11].

**Figure 2:**
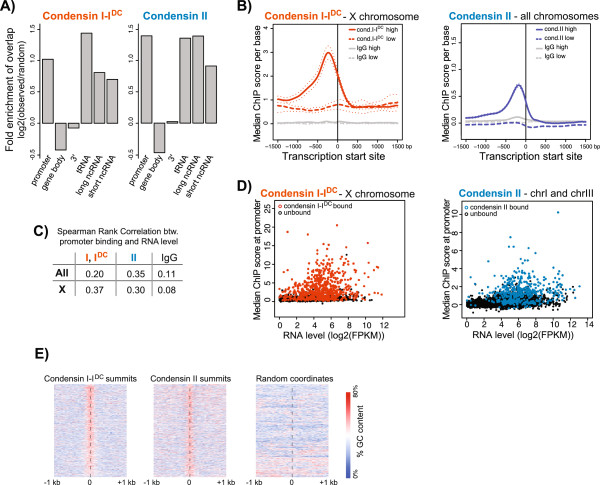
**Condensin sites are enriched at promoters and tRNAs, and binding positively correlates with transcription. (A)** Enrichment or depletion of condensin binding sites at various genomic annotations are given. Random enrichment and p-values were calculated by a permutation test randomly distributing the condensin peaks 10,000 times. For both condensin I-I^DC^ and II, there is a significant enrichment of binding sites at 1 kb promoters and near non-coding RNAs (*P* = 0.0002), depletion within gene bodies (transcription start site (TSS) to transcription end site (TES)) (*P* = 0.0002), and no significant enrichment or depletion at the 3′ of genes (*P* > 0.05). **(B)** Condensin ChIP signal is aligned at the TSSs of expressed genes (top 25% by RNA level, solid lines) and not expressed genes (bottom 25% by RNA level, dashed lines). The surrounding dots represent the 95% confidence level. As a control, immunoglobulin G (IgG) ChIP signal at the TSSs is plotted in grey. **(C)** Spearman rank correlation coefficient between median ChIP score at 500 bp promoters and RNA level at respective genes are given for the whole genome and the X chromosome. There is a slight positive correlation between condensin binding and transcription. **(D)** Median ChIP score within 500 bp upstream of the TSS is plotted against the RNA level of each gene. Condensin promoter-bound genes (defined by overlap with a condensin site within 1 kb of the TSS) are highlighted in orange (condensin I-I^DC^) and blue (condensin II). **(E)** GC content of 50 bp windows is plotted across condensin I-I^DC^ and II binding summits. As a control, the GC content over 1500 random coordinates was determined and plotted in the same way as the actual condensin summits. Average GC content is high around the peak of condensin binding.

Binding was highest within 500 bp of the TSS (Additional file 5: Figure S3A) and 45% of condensin I-I^DC^ and 62% of condensin II peaks were located at promoters. 

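RNA levels in mixed stage wild-type embryos came from 5 libraries of stranded, poly(A)-selected RNA with between 7.8 and 23.6 M mapped reads and a median of 11.2 M, according to Table S1. The authors aligned the reads to WS220 with tophat 1.4.1 and deposited FPKM values from Cufflinks 2.0.2 for each library. FPKM scales reads by transcript length and library size, so the values allow levels to be ranked within a library. Following the paper's methods, the median of the 5 libraries was taken for each of 20376 genes. A median of 0 was found for 3957 genes, and the quartiles of the medians lay at 0.13, 4.36 and 27.6 FPKM. All condensin subunits were expressed above the upper quartile, with means of 71.0 ± 21.7 FPKM for kle-2, 57.2 ± 20.1 for hcp-6, 48.5 ± 12.2 for capg-2, 56.8 ± 13.5 for dpy-26 and 78.4 ± 14.3 for dpy-27 (SD, n = 5). Library 5 had the highest FPKM for 18 of the 20 genes named in the paper that were examined. Gene positions on WS220 were not used here, so the binding at promoters was not recomputed.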

Condensin binding at promoters positively correlated with the transcriptional activity of the downstream gene (Figure 2B,C), but not all active promoters were bound (Figure 2D). Gene Ontology term analysis of bound promoters showed a slight (1.3-fold) but significant (*P* = 3.5e^-17^) enrichment for genes with embryo development function (Additional file 6: Table S2). Approximately 20% of highly expressed genes (top quartile by RNA level) had a condensin II binding site within 1 kb, and about 70% of X chromosome genes had a condensin I-I^DC^ binding site within 1 kb. Therefore, although transcriptional activity is important, it is not sufficient to explain the specificity of condensin binding at certain promoters.

We noticed that all condensin binding sites showed a prominent enrichment of GC content compared to surrounding regions and random coordinates (Figure 2E). In *C. elegans*, GC content of X chromosome promoters is higher than that of autosomal promoters [25]. It is possible that higher GC content is a DNA sequence feature for condensin binding, and X promoters evolved to contain higher GC content to support condensin I^DC^ binding.

### Condensin binding sites coincide significantly with a subset of transcription factors

To determine additional factors that distinguish condensin-bound promoters, we compared condensin and TF binding sites, and found a subset of TFs that bound to the same promoters as condensins (Figure 3A). Previous studies showed that multiple TFs bind to a set of high occupancy binding sites (HOT) [26]. There was an overlap of 5% and 22% of condensin I-I^DC^ and condensin II sites with HOT sites, respectively (*P* = 0.0002). The significance of overlap with TFs remained the same when HOT sites were eliminated from the analysis (Additional file 5: Figure S3B). Percentages of overlap for each TF depended on the number of binding sites, and are shown in Additional file 5: Figure S3C. Among individual TFs, we found that 69% of condensin II sites and 53% of LIN-13 sites overlapped with each other, making LIN-13 the top TF that significantly overlapped with condensin II.

**Figure 3:**
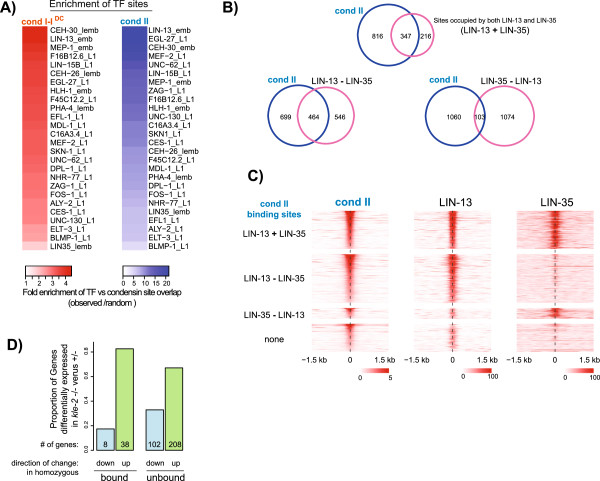
**Condensin II binding overlaps with transcription factors non-randomly, and expression analysis suggests a repressive function for condensin II. (A)** Transcription factor sites from modENCODE are ranked by the fold enrichment of overlap with condensin binding sites. Fold enrichment is determined as the ratio of percentage overlap in observed versus average of random distributions of condensin sites 10,000 times across the genome. The results indicate that condensin binding is not random with respect to TF binding sites. **(B)** Venn diagrams show the overlap of condensin II binding sites with LIN-13 (modENCODE_3342, embryos) and LIN-35 (modENCODE_3925, late embryos) (top), with LIN-13 only (bottom left), and with LIN-35 only (bottom right). The proportion of overlap between condensin II and LIN-13 and LIN-35 is higher at sites that are occupied by both proteins. The given overlap represents the number of condensin II peaks overlapping with the respective LIN-13 and LIN-35 sites. **(C)** Average ChIP-seq enrichment from condensin II, LIN-13 and LIN-35 are plotted across the summit of each condensin II peak. Condensin II binding sites are divided into four groups. The top group consists of condensin II binding sites overlapping with LIN-13 and LIN-35, the second overlaps with LIN-13 only, the third with LIN-35 only and the last group does not overlap with either LIN-13 or LIN-35. The peaks are in decreasing ordered based on their ChIP enrichment. A large number of condensin II sites show high LIN-13, but not LIN-35, binding. Condensin II binding is stronger at sites bound by both LIN-13 and LIN-35. **(D)** Differential expression analysis (RNA-seq) in *kle-2* null heterozygote versus homozygote larval stage 2/3 (L2/L3) larvae. The proportions of genes bound or unbound by KLE-2 with increase or decrease in transcript level in homozygous mutant are shown. Transcript levels of proportionally more genes increase in *kle-2* mutant. TF, transcription factor.

*Lin-13* has a retinoblastoma protein (pRb) interaction motif and functions in vulval development with the single pRb homolog LIN-35 in *C. elegans *[27,28]. In *D. melanogaster*, condensin II subunit dCAPD3 binding to chromatin is reduced upon pRb mutation [29]. If, in *C. elegans*, LIN-13 recruits condensin II through LIN-35, then those LIN-13 sites that are also bound by LIN-35 (576) should overlap with condensin II more than those LIN-13 sites that are not bound by LIN-35 (1,033). The overlap of LIN-13 and LIN-35 co-occupied sites with condensin II sites was only slightly higher than that of LIN-13 sites without LIN-35, 60% and 50%, respectively (Figure 3B). Conversely, overlap of LIN-35 with condensin II was higher at those sites that were also bound by LIN-13 (45%) compared to unbound sites (9%). This suggests that the potential interaction between LIN-13 and condensin II is mostly LIN-35 independent. LIN-35 functions within a conserved multi-protein complex called DRM in *C. elegans* (hDREAM in humans) that also contains EFL-1 and DPL-1 [27,28]. The 555 DRM binding sites that were bound by LIN-13 showed a greater overlap with condensin II (63%) compared to 787 DRM sites that were not bound by LIN-13 (13%). We divided the condensin II sites into four groups according to binding site overlap with LIN-13 and LIN-35 (Figure 3C). This grouping indicated that a large number of condensin II sites show high LIN-13 binding, but not LIN-35, suggesting that if pRb-mediated condensin II recruitment is conserved in *C. elegans*, LIN-35 may depend on the presence of LIN-13 for condensin II recruitment.

### Condensin II mutation causes transcriptional defects that suggest a repressive function

In yeast and *D. melanogaster*, condensin has been implicated in transcriptional repression [30-33]. One recent study in *D. melanogaster* indicated that the condensin II subunit CAPD3 is required for transcriptional activation of a cluster of antimicrobial peptide genes [34]. To understand the role of condensin II in transcription regulation, we performed RNA-seq in *kle-2* null mutant L2/L3 larvae. 

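The strain carried kle-2(ok1151) over hT2, a translocation of chromosomes I and III marked with GFP that keeps the mutation heterozygous. After about 20 hours of growth from synchronized L1, approximately 500 GFP-negative (homozygous) and GFP-positive (heterozygous) larvae were picked by hand for each sample, giving 3 libraries per genotype. Mapped reads were 14.1, 19.0 and 13.2 M for heterozygous replicates 1 to 3 and 9.7, 15.4 and 16.7 M for homozygous replicates 1 to 3, according to Table S1. The authors aligned the stranded reads to WS220 with tophat 1.4.1 and deposited FPKM values per gene and library from Cufflinks 2.0.2. These are not counts, so the count model of the paper was not repeated. Instead, log2(FPKM + 1) was compared with limma 3.58.1 (moderated statistics with an intensity trend, Benjamini-Hochberg adjustment) over the 12837 genes with a mean FPKM of at least 1. Fold changes on this scale understate the change of genes with low values. On simulated data with the spread of these libraries, the fit recovered 0 of 200 genes changed 2-fold, 139 of 200 changed 4-fold and 181 of 200 changed 8-fold. Adding the replicate number as a block recovered 70, 160 and 180 of them.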

Maternally loaded KLE-2 allows *kle-2* null mutant (*ok1151* allele) to grow up to be sterile adults. We compared gene expression in heterozygous and homozygous *kle-2* mutants in L2/L3 larvae before the germline is proliferated, thus containing almost entirely interphase nuclei. 

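The kle-2 transcript (C29E4.2, on chromosome III) was measured first as a check of the genotypes. It was at 10.2 ± 2.50 FPKM in heterozygous and 4.79 ± 1.60 FPKM in homozygous larvae (SD, n = 3 each), and all 3 homozygous libraries lay below all 3 heterozygous ones (exact permutation test, two-sided, p = 0.1, the smallest value that 3 against 3 allow). The log2 fold change was -0.97 with a standard error of 0.28. Its adjusted p from limma was 0.31 without and 0.013 with the replicate number as a block, and the fold change stayed between -1.18 and -0.80 with each library left out in turn. The FPKM values of kle-2 in the homozygous libraries were above 0, at 3.54, 4.24 and 6.59. None of the transcripts of the other 8 condensin subunits was called as different between the genotypes. Their log2 fold changes lay between -0.09 for dpy-28 and 0.30 for smc-4, with no adjusted p under 0.14 in limma with or without the block. For pqn-85, which encodes SCC-2, the log2 fold change was 0.16 with a standard error of 0.22.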

Differential expression analysis using DESeq2 [35] identified 356 genes whose expression was significantly different in homozygote compared to heterozygote larvae (false-discovery rate < 5%; DESeq2 results are presented in Additional file 7: Table S3). 

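On the FPKM values, 15 of 12837 genes had an adjusted p under 0.05 in limma, and 1079 had an unadjusted p under 0.05. With the replicate number as a block, 1082 genes were called, including all 15. All 3 homozygous libraries lay on one side of all 3 heterozygous ones for 12.5% of the tested genes. Chance gives 10% where all libraries are exchangeable. Libraries of the same replicate number were correlated in their deviations from the group means, at 0.44 to 0.62. The 10% is therefore not the chance share here, and 12.5% cannot be judged against it. The largest increases past the threshold were those of comt-5 (Y40B10A.7), from 9.13 ± 2.60 to 66.6 ± 20.0 FPKM (SD, n = 3), with a log2 fold change of 2.73 (standard error 0.28, adjusted p = 0.026 from limma), and of col-101 (K02D7.3), col-98 (F14F7.1), C18D11.6 and K09C6.9, with log2 fold changes of 2.41, 2.21, 2.15 and 1.95. The collagen gene col-98 lies at the right end of chromosome III, where nearly all genes were higher in homozygous larvae. The largest decreases called without the block were those of cld-1 (C32H11.9) and dod-21 (C32H11.10), with log2 fold changes of -4.34 and -4.31 (adjusted p = 0.01 for both). Their FPKM values were nearly equal in every library, as for overlapping gene models that share reads, so they cannot be counted as separate genes. Among the decreases called without the block, those of pes-10 (Y46G5A.27), clec-52 (B0218.8) and dod-24 (C32H11.12) followed, at -2.54, -2.47 and -1.65. Only the heterozygous larvae carried the balancer with its GFP marker. A change in a single gene can therefore come from the balancer as well as from the loss of kle-2. Of the paper's 356 significant genes, 339 were tested here. The direction was the same for 338 of them, 12 were called, and 293 were called with the block. Of the 5 genes with the smallest false-discovery rate in Table S3, clec-52, pes-10 and F13D12.3 were called here, and mtk-1 (B0414.7) and W06F12.2 had adjusted p-values of 0.063 and 0.11 (0.0076 for both with the block). Leaving out 1 library at a time gave between 0 and 28 calls: 0 without heterozygous replicate 2 or homozygous replicate 1, with 781 and 1004 genes at an unadjusted p under 0.05, and 28 without heterozygous replicate 3.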

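Of the 15 genes called in limma, 10 were higher and 5 lower in homozygous larvae (66.7% higher, exact binomial 95% interval 38.4 to 88.2). With the replicate number as a block, 519 were higher and 563 lower (48.0%, 45.0 to 51.0). Without the trend 3 of 7 were higher, with quantile normalization 26 of 36 and with median centring 11 of 17. In the paper's own list, 246 genes were higher and 110 lower (69.1%). Of these, 78 were among neighbouring genes at the right end of chromosome III, all higher, and without them 60.4% (54.4 to 66.2) of the remaining 278 genes were higher. Genes are not independent replicates, so the intervals cover counting only.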

The majority of differentially expressed genes increased (70%) rather than decreased (30%) in expression. Gene Ontology term analysis did not reveal a particular group of genes that were affected by the KLE-2 mutation. Similar to published data for condensin I^DC^[17], there was no direct correlation between KLE-2 binding and changes in gene expression. 

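KLE-2 binding was taken from the column of Table S3 that marks genes with a KLE-2 peak of L3 larvae. Of the 15 genes called in limma, 12 are in the paper's list, and 1 of these is marked as bound. With the replicate number as a block, 40 of the 293 called genes in the list are marked. The median log2 fold change in the paper's list was 0.86 for the 46 bound genes and 0.79 for the 310 unbound genes, as Table S3 gives them. Without the genes at the right end of chromosome III, the medians were 0.64 for 18 bound and 0.67 for 260 unbound genes. All genes outside the list were left out, because their binding was not recomputed.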

Importantly, among the 46 differentially expressed and KLE-2-bound genes, 83% increased in expression compared with 67% of 310 genes that were not KLE-2 bound (Figure 3D), suggesting that the direct effect of condensin II binding is largely repressive.

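Recounted from Table S3, 38 of 46 KLE-2-bound genes of the paper's list increased (82.6%), against 208 of 310 unbound genes (67.1%; Fisher's exact test, two-sided, p = 0.04). With directions from the FPKM values, 38 of 45 bound and 202 of 294 unbound genes increased (p = 0.034). Among genes called with the replicate block, the shares were 35 of 40 and 183 of 253 (p = 0.05), and among the 12 called without it 1 of 1 and 7 of 11 (p = 1). With KLE-2 peaks of embryos in place of those of L3 larvae, 19 of 22 bound and 227 of 334 unbound genes increased (p = 0.094). The bound genes were not spread evenly over the genome. Over 123 neighbouring tested genes at the right end of chromosome III, from mrg-1 (Y37D8A.9) onward, the median log2 fold change was 0.86 (quartiles 0.66 and 1.01), and 120 of them were higher in homozygous larvae, against 0.01 over the other tested genes of that chromosome. The median differences of the 3 replicate pairs there were 0.81, 0.87 and 0.86. The paper's list holds 78 genes of this block, 28 bound and 50 unbound, and all increased. Outside it, 10 of 18 bound genes (55.6%) and 158 of 260 unbound genes (60.8%) increased (p = 0.8). The bound genes that decreased include kle-2 itself, the mutated gene, and the shares were not recomputed without it. Leaving out chromosomes I and III, which the balancer covers, 7 of 10 bound and 130 of 205 unbound genes increased (p = 0.75). From the higher share among bound genes, the paper proposes that the direct effect of condensin II is largely repressive.

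**Figure D2:**
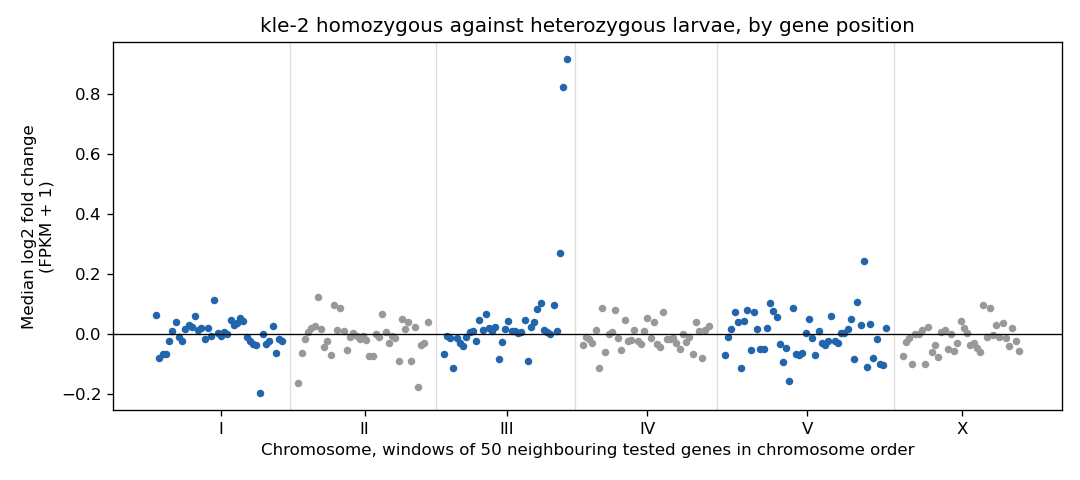
Median log2 fold change of FPKM + 1 (homozygous against heterozygous larvae, 3 libraries each) in windows of 50 neighbouring tested genes, in gene order along the 6 chromosomes. The windows at the right end of chromosome III reach 0.92, whereas the 245 windows outside the block lie between -0.20 and 0.25.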

### Histone modifications associated with open chromatin positively correlate with condensin binding

To understand the chromatin context of condensin binding, we analyzed the relationship between condensin binding sites and chromatin features mapped by modENCODE [36]. We observed a general positive correlation between condensin binding and marks of active chromatin. In yeast, the number of condensin binding sites throughout the cell cycle directly correlates with chromosome length. The number of *C. elegans* condensin II binding sites was not proportional to chromosome length (Figure 4A), but positively correlated with the length of chromosomes associated with active histone marks (Figure 4B). 

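No relation between the number of condensin II sites and the length of the 6 chromosomes passed a test. Chromosome V spanned 20.85 Mb with 140 sites and chromosome III 13.77 Mb with 212 sites. Pearson's r was -0.83 (exact permutation test, two-sided, p = 0.051) and Spearman's rho was -0.71 (p = 0.14). With all 3 subunits required, r was -0.57 (p = 0.28), and with the upper part of each list by score it was -0.75 (p = 0.087). Without chromosomes III and V, the farthest from the median length, r was -0.36, and 0.58 and 0.40 under these alternatives, so the sign under these alternatives rests on those 2 chromosomes. Over the 5 autosomes r was -0.88 (exact permutation test, p = 0.058).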

The X chromosome was an exception, perhaps due to the dosage compensation mechanisms that alter its chromatin [37,38]. Condensin I-I^DC^ and II binding across the genome correlated positively with open chromatin marks such as H3K27ac and negatively with heterochromatin marks such as H3K27me3 and H3K9me3 (Figure 4C and Additional file 8: Figure S4). This correlation was at the domain-wide level (as analyzed in 1 kb windows), as we did not see a particular histone modification that peaked at condensin sites in a 'metagene’ type of analysis (data not shown). In immunofluorescence studies, centromere proteins overlapped with condensin II binding in mitotic cells [22,39]. We did not observe a positive correlation between CENP-A and condensin II ChIP-seq signals in mixed stage embryos, suggesting that, in interphase nuclei (most nuclei in mixed stage embryo cells), there is no overlap. Alternatively, given that CENP-A binds to only a small subset of the CENP-A positive regions in the genome per cell [40], the overlap of CENP-A with condensin II might only be apparent in single cells. To understand which chromatin factors best predict condensin binding, we used a machine-learning approach. In *C. elegans*, H4K20me1 is highly enriched across the X chromosome by DCC [37,38], and thus H4K20me1 was the most discriminative factor for condensin I^DC^ binding (Figure 4D). For condensin II, highly predictive chromatin features are H3K27ac and CBP, both markers of active enhancers, suggesting that condensin binding is enriched at active enhancers [41,42]. Among 201 condensin II binding sites that were 2 kb away from an annotated TSS, 58 overlapped with a CBP binding site (*P* = 0.0002).

**Figure 4:**
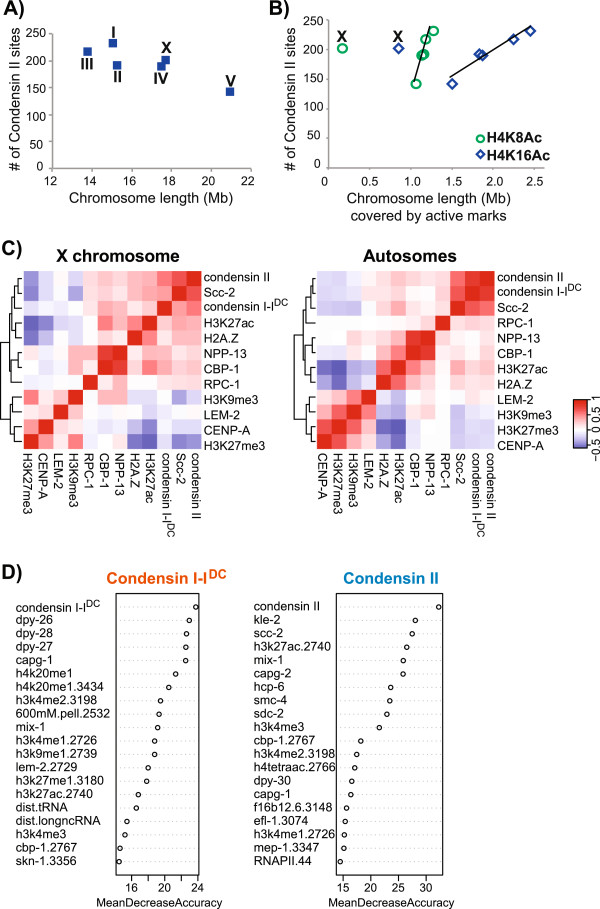
**Chromatin factors associated with open chromatin and enhancers positively correlate with condensin binding. (A)** The number of condensin II peaks are plotted with respect to the linear length of each chromosome. **(B)** The number of condensin II peaks are plotted against the length of the chromosome that is covered by H4K8Ac and H4K16Ac peaks. A trend line fitted to autosomal data indicates a positive correlation (R^2^ = 0.9). **(C)** Condensin binding within 1 kb contiguous windows across the X chromosome (left) and autosomes (right) positively correlate with active marks (for example, H3K27ac, H2A.Z) and negatively correlate with repressive marks (for example, H3K27me3, H3K9me3). **(D)** An ensemble classifier (random forests) was learned to predict condensin binding across the genome. The top 20 features (among 92 total features, Additional file 1: Table S1) with the highest predictive power are plotted for condensin I-I^DC^ (left) and condensin II (right) with the most important feature on top. The features are ranked based on the mean decrease in accuracy, which describes the difference between the error-rate of the actual classification and the error-rate after permuting the feature, averaged over all classifiers (trees).

### DNA sequence motifs enriched at condensin binding sites show specific features

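Of 961 autosomal condensin II sites, 38 (4.0%, exact binomial 95% interval 2.8 to 5.4) overlapped a condensin I-I DC site. Random placements overlapped in 0.17% of cases (permutation test, p = 0.0001, the smallest possible). Peaks of DPY-26 overlapped 35 of these sites, DPY-28 38, CAPG-1 56 and DPY-27 16, whereas the shared subunits MIX-1 and SMC-4 overlapped 308 and 431. The overlap was thus rare but above chance, as the 48 autosomal condensin I-I DC sites lay mostly at condensin II sites.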

Although condensin II bound to the condensin I-I^DC^ sites on the X, condensin I-I^DC^ did not bind to most of the autosomal condensin II binding sites (Figure 1D). To understand the specificity of condensin I^DC^ and II recruitment, we searched for DNA sequence features that distinguish condensin II and condensin I^DC^ binding. Previous studies have shown that condensin I^DC^ is first recruited to approximately 100 sites, and then spreads to other chromosomal sites [19,43,44]. A 10 bp DNA sequence motif was enriched at the condensin I^DC^ recruitment sites (Figure 5A) and mutation of the motif abolished condensin I^DC^ recruitment on extrachromosomal arrays [16-18], indicating that the condensin I^DC^ DNA sequence motif plays an important role in condensin I^DC^ recruitment.

We found a GCGC-containing DNA sequence motif that was enriched under condensin II binding sites (Figure 5A). It is interesting to note that both the condensin II and condensin I^DC^ motif included the GCGC core, but the condensin I^DC^ motif was extended on one side by AGGG, suggesting that X-specificity of condensin I^DC^ recruitment is achieved by cofactors that recognize AGGG. Genome-wide, 11% of the condensin II motifs were bound by condensin II. Thus, similar to other TFs (for example, [45]), only a portion of the potential DNA sequence motifs were bound by condensin II. Other factors such as chromatin accessibility and unknown co-factors may be involved in binding specificity. Indeed, if we took those motifs that were in a 2 kb window significantly enriched for an active histone mark, such as H4K16ac, the percentage of motifs that were bound increased from 11% to 29%. In addition, similar to condensin I^DC^ motif, which is more clustered at the bound sites [16], we found that 1 kb genomic windows that contained more than one condensin II motif were around 2.5-fold more likely to be bound by condensin II, compared to those with only one motif. Therefore, motif clustering and open chromatin context help specify selection of the motifs that are bound.

**Figure 5:**
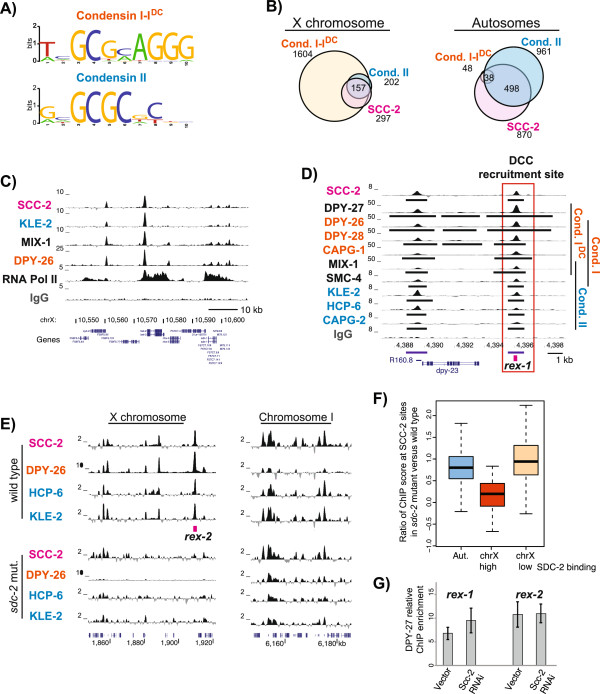
**Chromosomal recruitment of condensin I**^**DC **^**and condensin II involves both shared and distinct regulators. (A)** Motif logos of 10 bp DNA sequence motifs enriched at the top condensin sites are shown. **(B)** Overlap between binding sites of condensin I-I^DC^, condensin II and SCC-2 is shown. Numbers under each factor indicate the total number of binding sites. Overlapping numbers are based on the number of SCC-2 peaks. **(C)** University of California Santa Cruz (UCSC) browser view exemplifying SCC-2 ChIP-seq signal, which is mostly restricted to promoters. **(D)** SCC-2 and condensin II binding at a well-defined condensin I^DC^ recruitment site on the X (*rex-1*). **(E)** In *sdc-2* null mutant (TY1072), condensin I-I^DC^ (DPY-26), condensin II (HCP-6, KLE-2) and SCC-2 binding is diminished at *rex-2* (left panel), but remains largely similar on autosomes (right panel). **(F)** Box plot of the ratio of ChIP enrichment in *sdc-2* mutant versus wild type within the binding peaks of SCC-2. Binding sites are classified as being on autosomes, on the X with low SDC-2 binding and high SDC-2 binding. **(G)** qPCR analysis of DPY-27 ChIP enrichment in embryos isolated from adults that were fed vector (control) and PQN-85 RNAi. ChIP enrichment is expressed as relative to the negative control locus. Error bars are the standard deviations from three to five biological replicates. ChIP, chromatin immunoprecipitation; DCC, dosage compensation complex.

Not all condensin II binding sites have the motif. At those condensin II sites without the motif, other factors may be responsible for binding. Alternatively, the low proportion of condensin II sites (27%) containing a motif may be explained by potential spreading of condensin II after recruitment. Sites of spreading are not expected to contain the motif. For example, for condensin I^DC^, a high percentage of potential recruitment sites (56%) contain the motif, but not sites of spreading (8%) [17]. A systematic analysis of the recruitment capacity of the identified condensin II sites is needed to address if there is any spreading.

### SDC-2 is required for binding of condensin I-I^DC^, condensin II and the cohesin loader to X chromosomal DCC recruitment sites

In metazoans, proteins that are involved in condensin recruitment to chromosomes are not well understood. In yeast, condensin binding overlaps with that of cohesin-loading complex Scc2/4, which increases condensin association with chromosomes [10]. To test if the overlap with Scc2/4 is conserved between yeast and *C. elegans*, we performed ChIP-seq analysis of SCC-2 (also known as PQN-85) and found that a remarkable 95% of SCC-2 sites overlapped with condensin I-I^DC^ on the X, and 60% with condensin II genome-wide (Figure 5B). 

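SCC-2 was profiled in 3 replicates of wild-type embryos, with 8.8 to 10.8 M mapped reads each, and the pooled list held 1167 peaks, 297 on the X and 870 on autosomes. On the X, 281 SCC-2 peaks (94.6%, exact binomial 95% interval 91.4 to 96.9) overlapped a condensin I-I DC site, against 33.3% of random placements. Genome-wide, 698 peaks (59.8%, 56.9 to 62.6) overlapped a condensin II site, against 3.7% of random placements (permutation test, p = 0.0001 for both, the smallest possible). The share with condensin II was 54.5% on the X (162 of 297, 48.7 to 60.3) and 61.6% on autosomes (536 of 870, 58.3 to 64.9). With all 3 condensin II subunits required, the share genome-wide was 32.0%. On autosomes, 46 SCC-2 peaks overlapped a condensin I-I DC site, 38 of them at a condensin II site as well.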

The overlap remained similar when HOT regions were excluded (Additional file 9: Figure S5A). Not all condensin sites overlapped with SCC-2, suggesting that, unlike yeast, condensin does not depend on SCC-2 for binding [19,43]. 

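Of 1163 condensin II sites, 705 (60.6%, exact binomial 95% interval 57.7 to 63.4) overlapped an SCC-2 peak, 162 of 202 (80.2%) on the X and 543 of 961 (56.5%) on autosomes. Of 1605 condensin I-I DC sites on the X, 271 (16.9%, 15.1 to 18.8) did. Restricting every list to the peaks in its upper part by score gave 56.6% and 18.5%. The SCC-2 list was pooled from 29.8 M reads and the DPY-26 list from 65.9 M, and the effect of this difference was not tested.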

SCC-2 binding was higher at promoters, and positively correlated with transcription (Additional file 9: Figure S5B). A GAGA-containing DNA sequence motif was present in 58% of SCC-2 binding sites (Additional file 9: Figure S5C). Unlike *Drosophila* Nipped-B [46]*,* and similar to *S. cerevisiae* Scc2 [10], SCC-2 binding was not high within transcribed regions, but remained intergenic (Figure 5C).

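On the X, 194 of 202 condensin II sites overlapped a condensin I-I DC site (96.0%, exact binomial 95% interval 92.3 to 98.3), whereas 32.4% of random placements on the X did (permutation test, p = 0.0001, the smallest possible). All 194 also passed when the centre of the site had to lie in the other set. The reverse share was small, with 190 of 1605 condensin I-I DC sites on the X (11.8%) overlapping a condensin II site.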

Almost complete overlap (96%) of condensin II binding sites with condensin I-I^DC^ on the X chromosome supports the existence of common mechanisms for chromosomal binding of different condensins. Since condensin II and SCC-2 bound to condensin I^DC^ recruitment sites on the X (Figure 5D and Additional file 9: Figure S5D), we hypothesized that condensin I^DC^ recruiters also recruit condensin II and SCC-2. 

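At rex-1, in the interval shown in Fig. 5D, every wild-type embryo subunit list and SCC-2 had 1 peak. The SCC-2 peak covered X 4395055 to 4396129 (WS220), and those of KLE-2, HCP-6 and CAPG-2 covered 4395067 to 4396143, 4395082 to 4396167 and 4395061 to 4396161. The wider DPY-26 peak ran from 4394093 to 4396681 and was at the score cap, as were those of DPY-28, CAPG-1, DPY-27 and MIX-1. The KLE-2 peak ranked at percentile 25.0 of its list by score and the SCC-2 peak at percentile 70.2. IgG and AMA-1 had no peak there.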

Hermaphrodite-specific recruitment of condensin I^DC^ to the X chromosome is accomplished by SDC-2, SDC-3 and DPY-30 [14,15,44]. 

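The mutant lists came from TY1072, a tetraploid strain that is genetically male (AAAA XX) and carries the sdc-2(y74) null allele. It was profiled in 2 replicates each for DPY-26, HCP-6 and KLE-2 and 3 for SCC-2. The 9 libraries had between 4.1 and 12.9 M mapped reads, with a median of 10.2 M. In all, 19.7 M reads were mapped for DPY-26 against 65.9 M in the wild type, 20.9 against 72.4 M for HCP-6, 14.3 against 62.1 M for KLE-2, and 29.0 against 29.8 M for SCC-2. The authors processed X and autosomal reads of the mutant separately, because this strain has fewer X than autosomal reads. The pooled mutant lists held 88 peaks for DPY-26, 45 for HCP-6, 201 for KLE-2 and 315 for SCC-2. The antibodies for HCP-6 and SCC-2 were the same in both strains. The antibody of the mutant DPY-26 libraries was used for 1 of the 5 wild-type libraries, and that of the mutant KLE-2 libraries for 2 of 3. A wild-type peak was counted as kept if a mutant peak overlapped it by at least 1 base. Because the lists are pooled and differ in depth, the loss of a peak can reflect either less binding or fewer reads, and comparisons were therefore made between X and autosomal peaks within the same pair of lists.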

We performed HCP-6 and KLE-2 (condensin II), DPY-26 (condensin I-I^DC^) and SCC-2 ChIP-seq in *sdc-2* null mutant embryos. 

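In the interval drawn around rex-2 in Fig. 5E, the wild-type lists had an HCP-6 peak at X 1908507 to 1910206 (WS220), an SCC-2 peak at 1908725 to 1910130, a CAPG-2 peak at 1908518 to 1910139 and a DPY-26 peak at 1907796 to 1917130, the last at the score cap. The wild-type embryo KLE-2 list had no peak there, whereas the KLE-2 list of L3 larvae had one at 1908965 to 1910175. None of the 4 mutant lists had a peak in this interval. At rex-1, the wild-type embryo lists of DPY-26, HCP-6, KLE-2 and SCC-2 had 1 peak each and the 4 mutant lists had 0. The KLE-2 list of L3 larvae also had 0 there. The rex-1 peaks of KLE-2 and HCP-6 ranked at percentiles 25.0 and 34.1 of their lists by score. In score quartiles 1 and 2, 5 of 315 and 4 of 309 autosomal KLE-2 peaks were kept. For HCP-6, 0 of 349 were kept in quartile 2. For KLE-2 and HCP-6, absence at rex-1 thus shows no loss particular to this site. The HCP-6 peak at rex-2 ranked at percentile 79.3, in quartile 4, where 41 of 342 autosomal peaks were kept. The SCC-2 peak at rex-1 lay in quartile 3, where 43 of 217 were kept. Most autosomal peaks of these quartiles were therefore lost too. The SCC-2 peak at rex-2 ranked at percentile 90.1, in quartile 4, where 144 of 206 autosomal peaks were kept. In the autosomal interval of the same figure, on chromosome I, 3 of 4 wild-type SCC-2 peaks were overlapped by a mutant peak. The same held for 1 of 2 KLE-2 peaks and 0 of 3 HCP-6 peaks. The DPY-26 list had 0 peaks there in the wild type and 1 in the mutant.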

In the *sdc-2* mutant, DPY-26, HCP-6, KLE-2 and SCC-2 binding were abolished at an X-specific condensin I^DC^ recruitment site (*rex-2*) (Figure 5E). It is unclear why HCP-6 and KLE-2 binding at *rex-2* was diminished instead of resembling an autosomal condensin site. SCC-2 binding on autosomes and X chromosome sites that are independent of SDC-2 remained similar in the *sdc-2* mutant compared to sites that were bound by SDC-2 (Figure 5F). 

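Of the wild-type SCC-2 peaks, 218 of 870 on autosomes (25.1%, exact binomial 95% interval 22.2 to 28.1) and 60 of 297 on the X (20.2%, 15.8 to 25.2) were overlapped by a peak of the mutant. The difference did not pass Fisher's exact test (two-sided, p = 0.098), but among peaks with a score at or above the median it did, with 187 of 424 against 53 of 160 (p = 0.018). On the X, SCC-2 peaks with a condensin II site were kept in 55 of 162 cases and those without in 5 of 135 (Fisher's exact test, p = 8.5e-12). Those with an AMA-1 peak were kept in 36 of 74 cases and those without in 24 of 223 (p = 4.3e-11), and those with a DPY-27 peak of the upper part by score in 49 of 265 and those without in 11 of 32 (p = 0.059). A condensin I-I DC site made no detectable difference, with 57 of 281 kept against 3 of 16 (p = 1). These groups were not matched on score. Binding by SDC-2 itself was not analysed here.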

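For DPY-26, 5 of 2376 X peaks (0.21%) and 17 of 44 autosomal peaks (38.6%) were still called in the mutant (Fisher's exact test, two-sided, p = 1.9e-27). For HCP-6 the numbers were 1 of 304 (0.33%) and 41 of 1373 (3.0%; p = 0.0037). KLE-2 kept 24 of 236 X peaks (10.2%) and 159 of 1238 autosomal peaks (12.8%), a difference that was not detectable (p = 0.28). All other overlap rules tried kept the 4 tests on the same side of 0.05. Peaks with high scores were kept more often. Within quartiles of the score, X peaks were kept less often than autosomal peaks for HCP-6 (1 kept against 7.7 expected, permutation test, p = 0.0015), KLE-2 (24 against 32.1, p = 0.033) and SCC-2 (60 against 77.9, p = 0.00051). The strain has 2 X chromosomes for 4 sets of autosomes, and the effect of this dose on the scores was not measured. If scores fell in proportion, the shares of autosomal peaks of 0.5 times the score would give 0.84 kept X peaks for HCP-6, 13.5 for KLE-2 and 47.8 for SCC-2, and KLE-2 and SCC-2 kept more than that (simulated draws, p = 0.0027 and 0.0082).

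**Figure D3:**
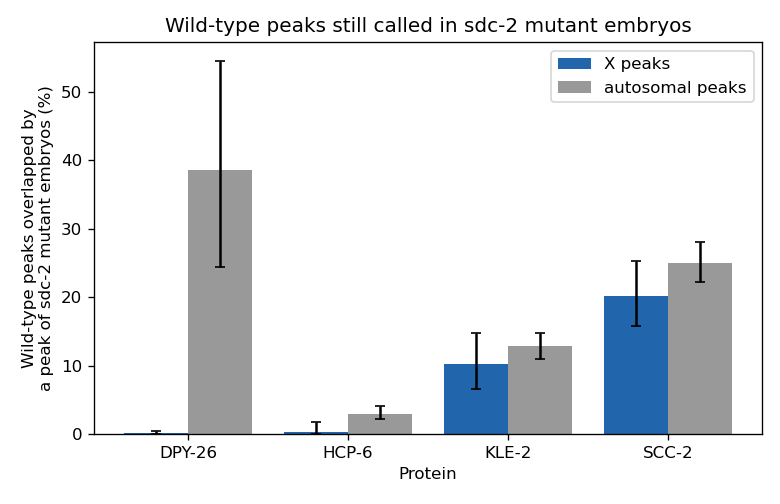
Percent of wild-type peaks overlapped by a peak of sdc-2 mutant embryos, on the X (blue) and on autosomes (grey), with exact binomial 95% intervals over peaks in 1 pooled list per protein and strain. DPY-26 shows 0.21% against 38.6%, and the intervals of the X and autosomes overlap for KLE-2 and SCC-2.

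The paper proposes from the lost binding at recruitment sites that SDC-2 also recruits condensin II and SCC-2 to them.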

Our results suggest that SDC-2, the hermaphrodite-specific TF that recruits condensin I^DC^ to the X chromosome, also recruits condensin II and the cohesin loading complex subunit SCC-2 to the same sites (Additional file 10: Figure S6). Previous genetic studies established that an *sdc-2* null mutation does not cause embryonic lethality in males, thus the function of condensin II and SCC-2 recruitment by SDC-2 is not essential for general chromosome condensation and segregation [15,47,48]. It is possible that SCC-2 and condensin II recruitment by SDC-2 has a hermaphrodite-specific gene regulatory function.

To test if SCC-2 has an effect on chromosomal association of condensin I^DC^ at the recruitment site, we performed quantitative PCR analysis of DPY-27 ChIP in control versus SCC-2 knockdown embryos. By feeding RNAi, we were able to knockdown the levels of SCC-2 by approximately 80% (Additional file 9: Figure S5E). Upon SCC-2 knockdown, we did not see a significant change in DPY-27 binding at *rex-1* or *rex-2* (Figure 5G). Consistently, immunofluorescence analysis of condensin I and II binding on meiotic chromosomes did not show a significant difference between wild type and *scc-2* mutants [49].

## Discussion

Condensins are a major structural component of eukaryotic chromosomes, and are essential for proper chromosome condensation and segregation during mitosis and meiosis. In addition, condensins also associate with chromosomes during interphase. Yeast condensin bind to chromosomes in interphase and mitosis [10], and metazoan condensin II is nuclear throughout the cell cycle [7,8]. We know little about how condensins are targeted to and bind chromosomes. Evidence from various organisms suggests that condensin recruitment is accomplished in part by DNA-bound recruiting proteins.

In yeast, TFIIIC binds to a DNA sequence motif called the B-box element and recruits condensin [10,11]. We also observed a significant overlap between *C. elegans* condensin binding and tRNA genes (Figure 2A), suggesting that TFIIIC-mediated condensin recruitment may be conserved between *C. elegans* and yeast [10,11]. In addition to TFIIIC, other condensin recruiters must exist, because tRNA genes constitute only a small fraction of the *C. elegans* condensin I-I^DC^ and II binding sites. Evidence for multiple condensin recruiters also comes from yeast, because another DNA-binding protein, Fob1, recruits condensin to rDNA [12]. The recruiters of metazoan condensins are not known. Our data indicate that condensin I^DC^ and condensin II binding is enriched at active promoters and promoter distribution is not random, such that promoters bound by certain TFs tend to also be bound by condensins. Non-random overlap of condensin II binding with certain TFs raises the possibility that TFs may specify condensin recruitment.

Condensin II binding at promoters and enhancers may be indicative of its gene regulatory function during interphase, because condensin II was shown to play a role in gene regulation in flies [1,34]. Our gene expression analysis in *kle-2* mutant larvae indicates that condensin II regulates transcription, most likely as a repressor. Condensin I^DC^ within the DCC also represses X chromosome transcription. Although a repressor, condensin I^DC^ binding at promoters positively correlates with transcription [16]. Condensin II acts similarly in that, while binding at active promoters, the function of the complex is largely repressive. It is possible that condensin binding regulates transcriptional activity through a mechanism that does not completely silence the genes. Alternatively, binding near a certain active gene may not regulate the transcriptional activity of that gene. Indeed, for both condensin I^DC^ and condensin II, there is a lack of direct correlation between bound and repressed genes. A possibility is that condensins regulate transcription by affecting long-range interactions between promoters and enhancers. Through evolution, condensin I^DC^ may have developed this mechanism for 'fine-tuning’ gene expression, resulting in approximately two-fold repression of X in XX hermaphrodites, equalizing it to that of XO males.

In this study, we identified a DNA sequence motif enriched at condensin II binding sites that is similar to the motif defined for condensin I^DC^ (Figure 5A). While both motifs contained a GCGC core, the condensin I^DC^ motif showed additional base specificity. Although we observed a high overlap of condensin II binding sites at strong condensin I^DC^ binding sites on the X, condensin I^DC^ did not bind to most autosomal condensin II sites, highlighting the specificity of the extended condensin I^DC^ motif. Although enriched on the X, condensin I^DC^ motif was also present on autosomes. However, in the autosomal context, the motif is not sufficient to recruit condensin I^DC ^[16,17,19], suggesting that additional factors are involved in restricting condensin I^DC^ binding to the X chromosome. Similar to the condensin I^DC^ motif, not all condensin II motifs were bound by condensin II. Clustering the motif and open chromatin context improved the specification of condensin II binding.

In *C. elegans*, two zinc-finger-containing proteins, SDC-2 and SDC-3, are required for recruitment of condensin I^DC^ to the X [14,15]. It is not known if SDC-2 and/or SDC-3 directly recognize and bind to the condensin I^DC^ motif. After initial recruitment, condensin I^DC^ spreads to other sites on the X chromosomes [17,19,43]. Similarly, ectopic recruitment of yeast condensin caused spreading at a nearby site [10], suggesting that recruitment and spreading is a conserved feature of condensin binding to chromosomes. The mechanism of condensin spreading is still unknown. Fragmented evidence from yeast and humans suggests that condensins I and II bind to different histone modifications and variants [13,50], thus affinity to specific features of the underlying chromatin may be involved in condensin spreading.

## Conclusions

Our study, to our knowledge, is the first reported genome-wide binding analysis of metazoan condensin II. In addition to conserved features of binding sites such as tRNA genes, we report condensin II binding at a subset of active promoters and enhancers. Our work identified a putative DNA sequence motif and TFs that may be involved in condensin II targeting. Many important and evolutionarily conserved structural protein complexes, including condensin, cohesin and SMC5/6, regulate essential cellular processes, yet it is unknown how they are targeted to their binding sites. Our work presents a step towards understanding chromosomal targeting of chromosomal structure proteins, proposing interaction between sequence-specific motifs and TFs for the recruitment of condensin to chromatin.

## Materials and methods

### Worm strains and growth

Mixed stage embryos (wild type N2) were isolated from gravid adults by bleaching and treated with 2% formaldehyde for 30 minutes. TY1072 (*her-1(e1520) V; sdc-2(y74) X*)) is the *sdc-2* null genetically male tetraploid (AAAA XX) strain, and was grown as the wild type strain. N2 L3 worms were obtained by growing synchronous culture in liquid media. *kle*-2-mutant larvae were from the VC768 strain (*kle-2(ok1151) III/hT2[bli-4(e937) let-?(q782) qIs48] (I;III)*), which was created by the International *C. elegans* Gene Knockout Consortium. Heterozygous adults were bleached to obtain embryos, hatched in M9 and synchronized as larval stage 1s (L1s). L1s were grown at room temperature for about 20 hours. Approximately 500 GFP- (homozygous mutants) and GFP + (heterozygous) were hand picked. The larvae were washed in M9 and transferred to Trizol for RNA purification. To collect enough embryos for ChIP upon SCC-2 knockdown, 600 ml of RNAi bacteria were grown in lysogeny broth (LB) with ampicillin to optical density (OD) approximately 0.8, induced with 0.1 mM isopropyl β-D-1-thiogalactopyranoside (IPTG) for 3 hours and concentrated 130-fold to seed 6 × 10 cm plates. Synchronized N2 L1s were grown at 20°C on SCC-2 or vector containing bacteria for four days and embryos were isolated by bleaching gravid adults.

### RNA-seq and data processing

Larva and embryos in 10 volumes of Trizol (Invitrogen, Carlsbad, CA) were freeze-cracked five times, and Trizol purification was done according to the manufacturer protocol. RNA was further cleaned up using Qiagen (Venlo, The Netherlands) RNeasy kit. mRNA was purified from 5 to 10 μg of total RNA using Sera-Mag Oligo(dT) beads (Thermo Fisher Scientific, Waltham, MA). cDNA preparation was done in the presence of 2'-deoxyuridine 5'-triphosphate (dUTP) to prepare stranded RNA-seq libraries [51]. To process the raw RNA-seq data, single-end reads were aligned to the *C. elegans* genome version WS220 using tophat version v1.4.1 [52] for strand-specific reads using default parameters. Gene expression was estimated using Cufflinks version 2.0.2 [53,54] for strand-specific reads using default parameters and supplying gene annotations. The combined expression value (fragments per kilobase of transcript per million mapped reads (FPKM)) of five replicates was determined by the median of the replicates. Differential expression analysis between heterozygous and homozygous KLE-2 mutant worms was performed using DESeq2 version 1.0.12 in R version 3.0.0 [35].

### Antibodies, quantitative ChIP and ChIP-seq

Rabbit polyclonal antibodies were raised against epitopes as indicated in Additional file 1: Table S1. Antibodies with an SDI number (SDQ) were made by the modENCODE project [26]. PubMed IDs for the publications that previously characterized antibodies and validation experiments for new antibodies that were not previously reported are detailed in Additional file 2. Embryos were washed and dounce homogenized in FA buffer (50 mM HEPES/KOH pH 7.5, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate; 150 mM NaCl). 0.1% sodium lauroyl sarcosinate (sarkosyl) was added before sonicating to obtain chromatin fragments with a majority length between 200 and 800 bp. 1 to 2 mg of embryo extract and 3 to 5 ug of antibody was used per ChIP as in [16]. Half of the ChIP DNA were ligated to Illumina or home-made multiplexed adapters and amplified by PCR. Library DNA between 250 and 500 bp in size was gel purified. Single-end sequencing was performed by GAIIx or HiSeq-2000 at the University of North Carolina, Chapel Hill, NC, USA, or New York University Center for Genomics and Systems Biology, New York, NY, USA high-throughput sequencing facilities. Quantitative ChIP (qChIP) was performed with 2 out of 50 μl of ChIP and Input DNA that was isolated from 5% of the ChIP. KAPA SYBR FAST Roche LightCycler 480 2X qPCR Master Mix (Kapa Biosystems, MA) was used in 20 μl reactions that were analyzed in a Roche LightCycler. The DNA sequence for the PCR primers are given in the last page of Additional file 2.

### ChIP-seq data processing

We aligned 28 to 50 bp single-end reads to the *C. elegans* genome version WS220 using bowtie version 0.12.7 [55], allowing two mismatches in the seed, returning only the best alignment, and restricting a read to map to at most four locations in the genome. Mapped reads from ChIP and input were used to call peaks and obtain read coverage per base using MACS version 1.4.1 [56] with default parameters. Coverage per base was normalized to the genome-wide median coverage (excluding the mitochondrial chromosome). Final ChIP enrichment scores per base were obtained by subtracting matching input coverage. Replicates were merged by averaging coverage at each base position. Reads from *sdc-2* mutants were processed separately for the X chromosome and autosomes (due to having half the amount of X reads compared to autosomes) and final ChIP enrichment scores were combined after normalization. For wild type and *sdc-2* mutant comparisons, the data sets were standardized by z-score transformation of the ChIP enrichment values based on the mean and standard deviation of data outside the peak regions, the presumed background. Raw data files and wiggle tracks of ChIP enrichment per base pair, and RNA-seq FPKM values per gene are provided at Gene Expression Omnibus database [57] under accession number [GEO:GSE45678]. For those datasets from modENCODE, Data Coordination Center accession numbers are given in Additional file 1: Table S1.

### ChIP peak finding

To determine a set of peaks per subunit, reads from the replicates were combined using the BEDTools utility mergeBam version 2.13.4 [58] and MACS was used to call peaks at *p-*value cutoff e^-10^. Only those peaks from the combined set that were also present in the majority of the individual replicates were included in the final peak set. To get final peak sets representing condensin I-I^DC^ and condensin II, we determined each base pair covered by the peaks of at least two of the three non-SMC subunits. Peak summits were determined as the position with the maximum ChIP enrichment score. To avoid penalization of long peaks with multiple summits, peaks were split into smaller peaks using PeakAnalyzer version 1.4 [59], with the minimum height being equal to the median coverage at all determined summits of the given data set and a separation float of 0.85.

### Correlation and histone modification analysis

Histone modification data was obtained from modENCODE (Additional file 1: Table S1). If available, combined wiggle files for all replicates were downloaded, otherwise all replicates were downloaded individually and averaged at each base pair. For each data set, the median ChIP enrichment score in 1 kb windows along the genome was determined. The Pearson correlation coefficient was then calculated among all data sets and a heatmap of all correlation coefficients was plotted in R version 2.15.2 using the package gplots. Hierarchical clustering was applied to the correlation matrix. A machine learning system was set up to be trained with various histone modifications, condensin subunits and presence of identified motifs. The genome was divided into 250 bp consecutive windows and those windows bound by condensin I-I^DC^ and II were determined. A stratified classification task was set up for two classes, being bound or not bound by condensin, and random forests was employed as an ensemble classifier. We trained 10,000 decision trees using the package randomForest [60] in R. Factors with the best discriminative behavior were determined by identifying those factors with the highest decrease in accuracy.

### Heat maps across genome coordinates

The binding profiles across condensin I-I^DC^ and condensin II summits were determined across a 1.5 kb window around each summit. Summits were ordered according to the ChIP enrichment score at the peak summit in decreasing order from top to bottom. The median ChIP enrichment score within 50 bp windows was plotted in R version 2.15.2 using the package gplots. We determined the GC content at each base pair using a sliding window of 15 bp along the genome. The mid position within each window was assigned the GC content of that window.

### Motif analyses

DNA sequence of ±100 bp around the summit of the top 200 ChIP binding peaks were used to identify potential binding motifs using MDScan [61]. The position weight matrix of the top identified motif was then used to identify genome-wide binding sites using TRAP [62,63].

### Overlaps between condensins and annotations

Transcript coordinates are based on Wormbase WS220. For genes with multiple transcripts, the outmost coordinates of all transcripts were defined as the coordinates for the gene*.* Non-coding RNAs (ncRNAs) were defined as long or short based on a 200 bp cutoff. The region ±200 bp around the condensin peak summit was used to identify overlaps with annotated genes. Promoters and 3′ regions were defined as 1 kb upstream of the TSS or 1 kb downstream of the transcription end site (TES), respectively. For non-coding RNAs, 1 kb around the TSS and TES was used. Overlaps were determined by the BEDTools utility intersectBed [58] with a minimum overlap of 1 bp. To identify the significance of the overlap, condensin binding sites were shuffled randomly 10,000 times and the actual overlap was compared to the average overlap of random shuffling. To analyze overlaps with TFs, TF binding sites were downloaded from modENCODE experiment ChIP-Seq Identification of *C. elegans* TF Binding Sites (Additional file 1: Table S1). Only TF binding sites from embryos and L1 stage were taken into consideration.

## Abbreviations

Bp: Base pair; ChIP-seq: Chromatin immunoprecipitation followed by high-throughput sequencing; DCC: Dosage compensation complex; FPKM: Fragments per kilobase of transcript per million mapped reads; GFP: Green fluorescent protein; HOT: High occupancy target sites; PCR: Polymerase chain reaction; pRb: Retinoblastoma protein; qChIP: Quantitative ChIP; rex: Recruitment element on the X; SMC: Structural maintenance of chromosomes; TES: Transcription end site; TF: Transcription factor; TSS: Transcription start site.

## Competing interests

The authors declare that they do not have any competing interests.

## Authors’ contributions

AK carried out the data analysis and helped to draft the manuscript. CJ and LHW carried out ChIP experiments. SEA and MK carried out RNA-seq experiments. SE conceived of the study, participated in its design and coordination and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Contains the list of all data sets with their GEO accession numbers, and modENCODE data coordination center numbers. Click here for file

Additional file 2 Contains the antibody validation experiments, and primers for ChIP real time PCR analysis. Click here for file

Additional file 3: Figure S1 **(A)** Distribution of condensin subunit ChIP-seq peaks across the whole chromosome IV and the X chromosome is shown. **(B)** Average ChIP-seq enrichment score from non-SMC subunit of condensin I-I^DC^ (DPY-28) and II (HCP-6) are plotted across the summit of each DPY-28 or HCP-6 binding peak. The peaks are ordered by ChIP enrichment (highest ChIP value on top), to illustrate that data from individual subunits agrees with averaged data shown in Figure 1E. Click here for file

Additional file 4: Figure S2 **(A)** Enrichment or depletion of DPY-28 and HCP-6 binding sites at various genomic annotations are given. Random enrichment and *p-*values were calculated by a permutation test randomly distributing the condensin peaks 10,000 times. The data from individual subunits agrees with that shown for combined condensin I-I^DC^ and condensin II sites in Figure 2A. **(B)** The overlap of condensin sites with various genomic annotations is shown separately for the X and autosomes. Note that the overlaps are not exclusive, and a peak can overlap with multiple annotations and vice versa. Genes represent all coding genes. Non-coding RNAs (ncRNAs) include all non-coding genes excluding tRNAs. Short and long classification is based on a 200 bp cutoff. Intergenic is defined as 1 kb away from any annotated gene, including coding and noncoding genes. 'Annotation coverage’ is the percentage of the genome covered with the annotation based on the criteria applied for overlap (for example, 1 kb promoter). Click here for file

Additional file 5: Figure S3 **(A)** ChIP enrichment of individual subunits is averaged across TSSs, indicating an enrichment of binding at promoters for each subunit. **(B)** Transcription factors (TFs) whose sites are reported at the modENCODE consortium data coordination center are ranked by the fold enrichment of overlap with condensin binding sites. Those TF sites and condensin sites that overlap with HOT regions are removed from this analysis. Fold enrichment is calculated by random redistribution of condensin binding sites 10,000 times across the genome and calculating the ratio of percent overlap in observed versus average of random distributions. **(C)** Percent overlap between TFs and condensins. For 'condensin’ columns, data indicate percentage of condensin sites that overlap with each TF (rows). For columns labeled 'TF’, data indicate percentage of TF sites that overlap with condensin. Data on the left panel for condensin I-I^DC^ is from the X chromosome only. Data on the right panel for condensin II is from the whole genome. Click here for file

Additional file 6: Table S2 Contains Gene Ontology term analysis of genes bound by condensin II. Click here for file

Additional file 7: Table S3 Contains differential expression analysis of *kle-2* mutant larvae. Click here for file

Additional file 8: Figure S4 Pearson correlation coefficients of ChIP enrichment at 1 kb windows across the genome. The numbers near labels are the modENCODE DCC IDs for the datasets. Click here for file

Additional file 9: Figure S5 **(A)** Overlap between binding sites of condensin I-I^DC^, condensin II and SCC-2 is shown. Numbers under each factor indicate the total number of binding sites. Overlapping numbers are based on the number of SCC-2 peaks. Those binding sites that overlap with HOT regions are removed from this analysis. **(B)** The median SCC-2 ChIP signal is plotted over the TSS and TES of all annotated genes. SCC-2 ChIP signal is enriched at promoters, and is proportional to transcription. Genes were ranked into five groups (highest expressed, 1^st^ quintile; lowest expressed, 5^th^ quintile) based on RNA level. As a control, IgG ChIP signal was also plotted across the transcription start and end sites (panels below). **(C)** Top 200 autosomal SCC-2 sites were used for motif search with MDScan [61]. The motif logo was created by web logo [64]. This motif is present in 58% of the SCC-2 peaks. **(D)** Heat maps demonstrating ChIP enrichment across binding peak summits for condensin or SCC-2. The peaks are ordered from strongest (top) to weaker binding (bottom). Condensin I-I^DC^ ChIP signal is high across all SCC-2 peak summits on the X (top left panel). By contrast, SCC-2 ChIP signal is high for the subset of strongest condensin I-I^DC^ binding sites, which include the majority of condensin I^DC^ recruitment sites (top right panel). The heat map indicates that condensin II is enriched at SCC-2 sites (bottom left panel) and SCC-2 is enriched at condensin II sites (bottom right panel). **(E)** Western blot analysis of SCC-2 amount in embryos used for quantitative ChIP (qChIP) (Figure 5G). The percent reduction in SCC-2 amount was calculated based on tubulin loading control and the control RNAi. Click here for file

Additional file 10: Figure S6 Hypothetical model for condensin binding. Condensins are recruited to chromosomes at sites specified by DNA sequence motifs (colored boxes). These motifs may be recognized by recruiters and cofactors that can interact with condensins. For example, condensin I^DC^ is able to interact with X-specific condensin recruiters, but not autosomal recruiters. There exists more than one condensin recruiter, since SDC-2 is required to bring condensin II to condensin I^DC^ sites on the X chromosome but condensin II is independently recruited to autosomes. After recruitment, condensins spread onto nearby chromatin (indicated by arrows). For condensin I^DC^, at least 88% of the approximately 1,600 binding sites on the X are predicted to arise from spreading. The potential role of why SCC-2 is also recruited to the condensin I^DC^ binding sites by SDC-2 is not clear. Click here for file

# Supplementary material for: Genome-wide analysis of condensin binding in Caenorhabditis elegans
**Source:** Genome Biol. 2013 Oct 14;14(10):R112. doi: 10.1186/gb-2013-14-10-r112
**Supplement:** Additional file 4: Figure S2 — (A) Enrichment or depletion of DPY-28 and HCP-6 binding sites at various genomic annotations are given. Random enrichment and p-values were calculated by a permutation test randomly distributing the condensin peaks 10,000 times. The data from individual subunits agrees with that shown for combined condensin I-IDC and condensin II sites in Figure 2A. (B) The overlap of condensin sites with various genomic annotations is shown separately for the X and autosomes. Note that the overlaps are not exclusive, and a peak can overlap with multiple annotations and vice versa. Genes represent all coding genes. Non-coding RNAs (ncRNAs) include all non-coding genes excluding tRNAs. Short and long classification is based on a 200 bp cutoff. Intergenic is defined as 1 kb away from any annotated gene, including coding and noncoding genes. 'Annotation coverage’ is the percentage of the genome covered with the annotation based on the criteria applied for overlap (for example, 1 kb promoter).

Supplemental Figure 2

A)

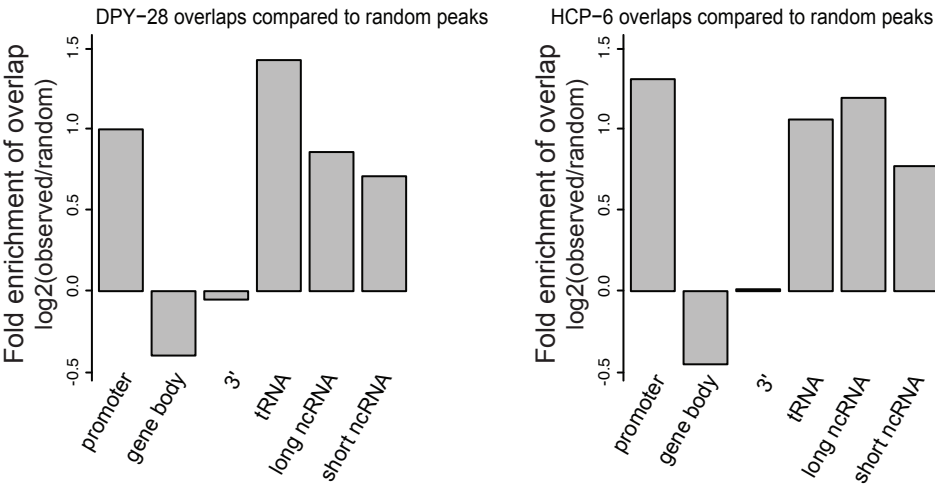

B)

| X chromosome         |                    |    |       | X chromosome              |                    |    |       |
|----------------------|--------------------|----|-------|---------------------------|--------------------|----|-------|
| Percentage of Peaks* |                    |    |       | Percentage of Annotation* |                    |    |       |
|                      | I, I <sup>DC</sup> | II | SCC-2 | on X                      | I, I <sup>DC</sup> | II | SCC-2 |
| 1 kb promoter        | 43                 | 56 | 46    | annotation coverage       | 28                 | 5  | 6     |
| gene body            | 43                 | 35 | 35    | 15                        | 22                 | 3  | 4     |
| 1 kb down            | 18                 | 18 | 19    | 53                        | 12                 | 1  | 2     |
| intergenic           | 14                 | 15 | 16    | 15                        |                    |    |       |
| short ncRNA          | 26                 | 27 | 32    | 19                        | 39                 | 5  | 7     |
| long ncRNA           | 9                  | 10 | 11    | 16                        | 44                 | 5  | 10    |
| tRNA                 | 8                  | 10 | 13    | 5.5                       | 58                 | 11 | 20    |
|                      |                    |    |       | 2.4                       |                    |    |       |

| Autosomes            |                    |    |       | Autosomes                 |                    |    |       |
|----------------------|--------------------|----|-------|---------------------------|--------------------|----|-------|
| Percentage of Peaks* |                    |    |       | Percentage of Annotation* |                    |    |       |
|                      | I, I <sup>DC</sup> | II | SCC-2 | on Aut                    | I, I <sup>DC</sup> | II | SCC-2 |
| 1 kb promoter        | 48                 | 65 | 48    | annotation coverage       | 0.2                | 6  | 3     |
| gene body            | 58                 | 51 | 51    | 19                        | 0.2                | 3  | 3     |
| 1 kb down            | 35                 | 27 | 24    | 63                        | 0.1                | 2  | 1     |
| intergenic           | 0                  | 10 | 13    | 20                        |                    |    |       |
| short ncRNA          | 0                  | 18 | 22    | 13                        | 0.6                | 6  | 7     |
| long ncRNA           | 0                  | 8  | 10    | 8                         | 1.3                | 11 | 11    |
| tRNA                 | 8                  | 2  | 4     | 2.7                       | 1.2                | 6  | 13    |
|                      |                    |    |       | 0.7                       |                    |    |       |

How the deposited data were processed for this re-analysis (not part of the article)

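ChIP-seq of 9 condensin subunits, SCC-2, AMA-1 and an IgG control in mixed stage wild-type embryos, of KLE-2 in wild-type L3 larvae (4 libraries), and of DPY-26, HCP-6, KLE-2 and SCC-2 in sdc-2 mutant embryos were analysed, together with RNA-seq of 5 wild-type embryo samples and of 3 heterozygous and 3 homozygous kle-2 larval samples. Conditions and replicates were taken from the sample labels and Table S1. The stage of the kle-2 larvae is given as L2/L3 in the paper.

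For the peak lists, the authors aligned reads to WS220 with bowtie 0.12.7 (2 mismatches in the seed, best alignment, at most 4 locations), pooled replicates, called peaks with MACS 1.4.1 at a p-value cutoff of e-10 and kept those present in the majority of replicates. The deposited score of a peak is a negative multiple of the log10 of its p-value with a cap of 3100. It was used to rank and filter peaks within a list. It was used as a quantity only for the X dose of the sdc-2 mutant, with autosomal peaks of 0.5 times the score. The lists do not hold replicate values, so no spread between replicates can be given for a peak. Mapped reads per library, from Table S1, lay between 4.11 and 41.8 M over the 59 immunoprecipitated samples, where the largest is the sum of 3 libraries of KLE-2 in embryos. The effect of depth on the number of peaks was not tested. Intervals on shares of peaks are exact (Clopper-Pearson) at the 95% level and cover counting error only.

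Condensin I-I DC and condensin II sites were bases covered by at least 2 of the 3 non-SMC subunits, merged where adjacent. The division of peaks at summits by the authors was not repeated. Overlaps were computed with numpy 2.4.6 and scipy 1.17.1 under Python 3.11.15, with at least 1 shared base, and compared with 10000 random placements that kept each length. Placements stayed on the X or on autosomes where the share concerned one of them. The smallest p that this gives is 0.0001. Chromosome lengths were taken as the last base of any list, 100.04 Mb in all.

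For RNA, the authors aligned stranded single-end reads with tophat 1.4.1 and deposited FPKM values from Cufflinks 2.0.2. The table holds 20376 genes after 2 repeated rows were left out. The main comparison used limma 3.58.1 in R 4.3.3 on log2(FPKM + 1) over genes with a mean FPKM of at least 1, with an adjusted p of 0.05 as the threshold. The authors used DESeq2 1.0.12 on counts, which were not analysed here. The fit was tested on simulated data: 0 of 200 genes changed 2-fold were recovered without the block and 70 with it, and unchanged genes gave at most 5 false calls. Depth per RNA library was 9.7 to 19.0 M mapped reads in larvae.

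The replicate numbers pair the larval libraries. Deviations from the group means over the tested genes correlated across genes at 0.44, 0.55 and 0.62 for libraries of the same number, and between -0.48 and -0.02 for libraries of different numbers. The pairing comes from these values, as the paper does not name one. The fit without the replicate block was the one set before the data were examined, with the block as an alternative, and the blocked value (1082 calls in place of 15) is given beside results that it changes.

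The text names the 5 largest increases and the 5 largest decreases past the threshold among genes whose groups did not overlap, the 5 genes with the smallest false-discovery rate in Table S3, and the genes that the paper names. Gene symbols and the order of genes along chromosomes were taken from the NCBI RefSeq gene table of assembly WBcel235, which held 19878 of the 20376 genes. Its coordinates were not used. Its chromosome was the same as in Table S3 for all 1976 genes compared. Of the full sheet of Table S3, the first 1999 of 20389 rows were at hand and were used only for that comparison. The sheet of 356 significant genes was complete.

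The right end of chromosome III was delimited by a single change point in the log2 fold changes along gene order, the place that best divides the chromosome into 2 parts by squared deviations. It was chosen after the data were seen.

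Alternatives were another pseudocount (0.1), no filter on low values, a minimum mean FPKM of 5, quantile normalization, median centring, no trend, the replicate block, and each larval library left out in turn. For peaks they were the upper part of each list by score, all 3 subunits per site, merging within 200 bp, overlap of centres or of 50% of the length, placements on the same chromosome, and mutant peaks within 500 bp. Gene positions and the genome sequence of WS220 were not used here, so shares of sites at promoters and tRNA genes, RNA levels of bound and unbound genes, KLE-2 binding over all tested genes, and GC content were not recomputed. Coverage tracks and HTZ-1 were not analysed here.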

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

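All tests of explanations in this part were chosen only after the results were seen. In each group of 4 to 10 libraries, the gap between an extreme library and its nearest neighbour was compared with the range of the group. Of 27 measures over the 5 wild-type embryo RNA-seq libraries, 3 had a gap above the limit of 0.71 for 5 samples, and chance alone passes about 1 in 20.

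All 3 concerned library 5. Its mean Spearman correlation with the other libraries was 0.942, against 0.958 to 0.963 for the other 4. Over the 9908 genes with a median FPKM of at least 5 it was 0.852 against 0.910 to 0.926, so noise of genes with low values does not account for the distance. The FPKM of lin-13 was 84.0 in library 5 and 34.8 to 45.8 in the other libraries. Library 5 also had the highest FPKM for 18 of the 20 named genes, which include all condensin subunits, although each other single gene stayed under the limit. Another mix of embryonic stages in that sample may give such a joint shift, but the libraries carry no measure of stage, and stage and preparation cannot be told apart. Library 5 was the deepest, at 23.6 M mapped reads. No biological explanation was tested.

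In sdc-2 mutant embryos, 63 autosomal DPY-26 peaks lay outside the wild-type DPY-26 list. The paper reports loss of DPY-26 binding at the recruitment site rex-2 in this strain. It describes binding on autosomes as largely similar and does not mention these peaks. Deeper sequencing in total is argued against, since the mutant had 19.7 M reads and the wild type 65.9 M. Autosomal reads were not counted apart. The authors processed X and autosomal reads separately in the mutant, and the effect of this on autosomal peaks was not tested. Of the 63 peaks, 60 (95.2%) overlapped a condensin II site, against 3.5% of random placements on autosomes (permutation test, p = 0.0001, the smallest possible), and 60 overlapped an SCC-2 peak of the mutant. A hypothesis is that condensin I moves to autosomal condensin II sites when it cannot load on the X. What stays open is whether the same sites were bound below the threshold in the wild type, where 21 of the 63 overlapped a DPY-28, CAPG-1 or DPY-27 peak, and whether background plays a part. Of the 63 peaks, 6 (9.52%) overlapped an IgG peak, against 0.07% of random placements (permutation test, p = 0.0001), which goes towards shared background for those, and the IgG list with its 21 autosomal peaks is too short to decide for the others. In addition, 43 of the 63 (68.3%) overlapped an AMA-1 peak, a mark of transcribed genes, against 40.1% of autosomal condensin II sites. These cannot be told apart without coverage in both strains. Another antibody in the wild type stays open as well: 1 of the 5 wild-type DPY-26 libraries was made with the antibody of the mutant libraries, and the wild-type list kept peaks found in the majority of replicates. The mutant is also tetraploid and genetically male, which was not separated from the loss of SDC-2.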

How the results depend on the processing

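The alternatives were set before the data were examined, except those without the genes of the right end of chromosome III, which were chosen after seeing the data. Of 114 comparisons of peak results with their alternatives, 99 were counted as the same and none reversed. The 99 include overlaps that changed in size. The share of SCC-2 peaks with a condensin II site, 59.8%, was 32.0% with all 3 subunits. The share of autosomal condensin II sites with a condensin I-I DC site, 4.0%, was 1.1% with the upper part of each list by score.

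Peak results. The X share of condensin I-I DC sites was 98.9% with all 3 subunits and 99.4% with the upper part of each list by score, against 97.1%. The numbers of sites fell by construction, to 508 condensin II sites with all 3 subunits, and to 809 condensin I-I DC and 560 condensin II sites with the upper part of each list. The difference between X and autosomal SCC-2 peaks kept in the sdc-2 mutant, -4.86 percentage points, became -11.0 points and passed the threshold among peaks of the upper part by score (p = 0.018). The cause was not tested. The overlaps of condensin II, SCC-2 and HCP-6 with condensin sites kept p = 0.0001 under every overlap rule tried for them.

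Called genes. Without a filter on low values 3 genes of 18741 tested were called and 0% of them increased. The cause was not tested. Quantile normalization gave 36 calls and no trend gave 7. The replicate block gave 1082 calls, and 995 without the genes of the right end of chromosome III. In the fits that each left out one library, calls ranged from 0 to 28 and the share increased from 0% to 57.1% over the 4 fits with calls. The extremes were the fits without heterozygous replicate 2 or homozygous replicate 1 (0 calls each) and without heterozygous replicate 3 (28). There were 4 calls without heterozygous replicate 1 and 2 each without homozygous replicate 2 or 3, so every library left out moved the count by more than 1.5 times. The number of called genes is therefore not stable. On simulated data, 0 of 200 genes changed 2-fold were recovered without the block. In the blocked fit the share of increased genes was 48.0%, and 43.4% without the right end of chromosome III.

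Bound and unbound genes. In the paper's list the excess of increases among KLE-2-bound genes, 15.5 percentage points, was 18.4 with KLE-2 peaks of embryos (p = 0.094), 6.59 without chromosomes I and III (p = 0.75), and -5.21 without the right end of chromosome III (p = 0.8). Among calls of the limma fit it was 36.4 points on 12 genes, -3.57 with quantile normalization, and -2.06 with the replicate block and without the right end of chromosome III. Leaving out the right end lowers both shares by construction, as all 78 listed genes there, 28 of them bound, increased. The change of sign is not by construction. It depends on the remaining genes, of which 10 of 18 bound and 158 of 260 unbound genes increased. These 18 bound genes include the mutated gene kle-2, which decreased. Among calls of the limma fit without the right end, the excess was 44.4 points on 10 genes, only 1 of them bound.

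Chromosomes. The odds ratio of a call on chromosome III, 1.94 without passing the threshold, was 3.40 with quantile normalization (p = 0.0007), 0 without a filter, without the trend and for decreased genes, and 0 to 0.64 with one library left out. With 0 to 4 genes called there, these reversals say little. Without the genes of its right end it was 0.52, and 0.59 with the replicate block as well (adjusted p = 2.3e-06 over 6 chromosomes, Fisher's exact test). For the other chromosomes, where calls in both directions together did not pass the threshold without the block, the odds ratio reversed to 2.39 (II) and 0 (V) without a filter, 0.64 (IV) with quantile normalization, and 0.94 (IV) and 1.08 (X) with the replicate block. It also reversed to 1.01 (II) without the right end of chromosome III, and to 1.06 (II) and 1.20 (X) with the replicate block as well. With one library left out, it ranged from 0 to 1.14 on chromosome I, 0 to 1.39 on II, 0 to 1.56 on V and 0 to 0.21 on the X. On chromosome IV it was 1.12 without heterozygous replicate 3 and had no finite value in the other fits with calls, where all calls lay on that chromosome. Decreased genes alone passed on chromosome IV without the block (4 of the 5, adjusted p = 0.018), but 3 of the 4 are cld-1, dod-21 and dod-24, which are neighbours, and cld-1 and dod-21 had nearly equal FPKM values. With the block, chromosome I held fewer called genes (odds ratio 0.69, adjusted p = 0.00038) and chromosome V more (1.23, adjusted p = 0.024). Among increased genes in the blocked fit, the odds ratio was 1.96 on chromosome III (adjusted p = 3.1e-09), 1.37 on V (0.004), 0.55 on I (6.9e-05), 0.72 on II (0.018) and 0.64 on IV (0.0024). Without the right end, chromosome III held 49 increased genes of 1870 tested (2.62%, against 3.60% on the others, adjusted p = 0.066), so the excess there rests on the right end. The deficits of increased genes on II and IV did not pass without it either, at odds ratios of 0.89 (adjusted p = 0.43) and 0.79 (0.15). The deficit on I and the excess on V still passed, at 0.67 (0.023) and 1.77 (1.4e-06). Decreased genes were fewer on chromosome III with its right end (2.36% against 4.83%, adjusted p = 1.2e-06) and without it (2.51%, adjusted p = 1.6e-05). Genes are not independent replicates, so all p-values by chromosome cover counting only. The heterozygous larvae alone carried the balancer of chromosomes I and III, so its effect and that of kle-2 cannot be told apart there.

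Single genes. Over 412 comparisons for 32 named genes, 69 calls were lost, 7 were gained and no called gene changed sign. Of genes that were not called in any fit, 14 changed sign in 28 comparisons with adjusted p of 0.94 or more, all but 1 of them with a library left out. With one library left out, log2 fold changes ranged from -0.0030 to 0.29 for hcp-6, -0.32 to 0.13 for capg-2 (0.0013 with quantile normalization), -0.049 to 0.21 for dpy-26, -0.26 to 0.14 for dpy-27, -0.30 to 0.076 for dpy-28, -0.041 to 0.32 for capg-1, -0.32 to 0.12 for sdc-2, -0.16 to 0.15 for sdc-3, -0.082 to 0.28 for lin-13, -0.38 to 0.27 for lin-35, -0.020 to 0.38 for efl-1, -0.13 to 0.13 for dpl-1, -0.19 to 0.16 for bli-4 and -0.23 to 0.027 for dpy-23, so no direction is given for these genes. The replicate block gave kle-2, mtk-1 and W06F12.2 an adjusted p under 0.05 in limma, and it changed no other call of a named gene. Quantile normalization and median centring also brought mtk-1 (0.026 and 0.028) and W06F12.2 (0.029 with each) under 0.05. The median at the right end of chromosome III stayed between 0.77 and 0.92 over all alternatives.

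Of the 10 splits of the 6 libraries into equal groups, 1 gave as many calls as the real one, the real one itself. Each of the others gave 0 calls, with up to 2235 genes at an unadjusted p under 0.05. With 3 against 3 the smallest possible share of splits is 0.1, so this test cannot separate the real grouping from chance. Of the 4 splits that part all 3 pairs, the real one gave 1082 calls with the block and the other 3 gave 0.

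Not run were the alternatives on promoter windows, tRNA distances, embryo RNA quartiles, X genes near a site and GC content, and the 500 bp promoter for bound genes, which need gene positions or sequence on WS220. The lists are pooled, so the effect of depth on them was not tested, and the mutant list from the fewest reads is that of KLE-2 with 14.3 M.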

Differences from the paper's values

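The paper's number of genes that differ between kle-2 homozygous and heterozygous larvae is 356. The FPKM values gave 15 with limma. None of the alternatives set before the data were examined closed the gap: 14 with a pseudocount of 0.1, 3 without a filter, 14 with a minimum mean FPKM of 5, 36 with quantile normalization, 17 with median centring, 7 without the trend, 1082 with the replicate block, and 0 to 28 with one library left out. The alternatives chosen after seeing the values gave 12, and 995 with the block. With the replicate block, 293 of the 339 genes of the paper's list that were tested were called.

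The paper states that KLE-2 binding at rex-2 was lost in the sdc-2 mutant. The wild-type embryo KLE-2 list had 0 peaks in the interval drawn in Fig. 5E, so no loss was countable for it there. At rex-1, the KLE-2 list had 1 peak in the wild type and 0 in the mutant. The HCP-6, SCC-2 and DPY-26 lists had peaks at rex-1 and rex-2 in the wild type and 0 in the mutant. For KLE-2 and HCP-6, autosomal peaks with scores like those at rex-1 were rarely or never kept either. Their absence at rex-1 therefore shows no loss particular to that site. Autosomal peaks in the score quartile of HCP-6 at rex-2 (41 of 342 kept) and of SCC-2 at rex-1 (43 of 217 kept) were mostly lost too.

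The paper states that SCC-2 binding on autosomes stayed similar in the sdc-2 mutant. In the peak lists, 25.1% of autosomal wild-type SCC-2 peaks were overlapped by a mutant peak, and 69.9% of those in the upper quartile by score. The paper compared signal and these lists give only presence of a peak.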

Other observations

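All tests of explanations in this part were chosen only after the results were seen, and the patterns are hypotheses found and tested on the same data.

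A block of 123 neighbouring tested genes at the right end of chromosome III was higher in kle-2 homozygous than in heterozygous larvae, with a median log2 fold change of 0.86 and with 120 genes above 0. The 3 replicate pairs gave 0.81, 0.87 and 0.86. In the paper's list, 78 of the 106 genes on chromosome III belong to it. The paper does not report this block. A chance run of neighbouring genes is argued against, because no median of the 245 windows of 50 genes outside the block exceeded 0.245 in size. Scaling of the libraries is argued against too, since it would act on genes regardless of their place, whereas the other tested genes of the chromosome had a median of 0.006 and the block kept 0.88 under quantile normalization. Loss of KLE-2 from the genes' own promoters does not account for the unbound genes, as all 50 listed genes of the block without a KLE-2 peak increased, with a median of 0.95 against 0.90 for the 28 bound genes in the paper's values. A gene dose of 0.5 in heterozygous larvae is a candidate explanation. It needs a ratio near 2, and over the 90 block genes with a mean FPKM of at least 5 the median ratio of homozygous to heterozygous FPKM was 1.92 (quartiles 1.77 and 2.17), against 1.00 for 9404 other genes. The strain carries the balancer hT2 of chromosomes I and III in heterozygotes only, so a balancer that lacks this end of chromosome III would give such a ratio.

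A rise in homozygous larvae above the wild-type level would be the biological alternative, for instance a domain that condensin II represses. Relative to the other genes, block genes in homozygous larvae stood at a median of -0.058 on the log2 scale against wild-type embryos, well within the spread of 217 windows elsewhere (SD 0.26). In heterozygous larvae they stood at -0.86, lower than in each of the 217 windows. The heterozygous larvae rather than the homozygous larvae were thus apart from the wild type. Embryos and larvae differ in stage, and DNA copy number was not measured, so this remains a hypothesis. Without the block the shares of increased genes among bound and unbound genes of the paper's list differed by -5.21 percentage points.

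KLE-2 had a smaller share of its peaks on the X in L3 larvae (234 of 2424, 9.65%) than in embryos (236 of 1474, 16.0%; Fisher's exact test over peaks, p = 6.3e-09), while the X is 17.7% of the genome span. The longer list of L3 larvae does not account for it, because the same number of L3 peaks with the highest scores had 8.28% on the X. Of the embryo peaks, 53.8% on the X and 76.0% on autosomes overlapped an L3 peak. Stage and crosslinking both differ: larvae were crosslinked with 1% formaldehyde for 10 minutes and embryos with 2% for 30 minutes. Lighter crosslinking of L3 larvae and stage cannot be told apart, since no sample has one without the other, and each list is 1 pooled set.

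Fewer SCC-2 peaks of the X than autosomal peaks of the same score were kept in the sdc-2 mutant. Lower scores of X peaks do not account for it, since 77.9 were expected when X and autosomal peaks were permuted within score quartiles and 60 were kept (permutation test, p = 0.00051). The mutant strain has 2 X chromosomes for 4 sets of autosomes, and this smaller X dose could lower the chance of calling an X peak even though the authors processed X and autosomal reads separately. At the shares of autosomal peaks of 0.5 times the score, 47.8 would have been kept, fewer than the 60 observed. For KLE-2, 13.5 would have been kept and 24 were, and for HCP-6 0.84 and 1. More X peaks were thus kept than this rule gives for SCC-2 (p = 0.0082) and KLE-2 (p = 0.0027). The rule assumes that the score falls with the dose in proportion, which was not measured, so X dose and loss of SDC-2 cannot be told apart. For DPY-26, with 44 autosomal peaks, this comparison was not made.

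Most autosomal wild-type peaks were not called in the mutant. Still called were 38.6% for DPY-26, 25.1% for SCC-2, 12.8% for KLE-2 and 3.0% for HCP-6. For SCC-2, fewer mapped reads do not account for the loss, as 25.1% were kept with 29.0 M reads in the mutant and 29.8 M in the wild type. For DPY-26, HCP-6 and KLE-2 the mutant had 19.7, 20.9 and 14.3 M reads against 65.9, 72.4 and 62.1 M, so depth and binding cannot be told apart, and for DPY-26 and KLE-2 part of the wild-type libraries also had another antibody. No biological explanation was tested.

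In the complete sheet of significant genes in Table S3, the column for condensin I binding is 0 for all 356 genes, 50 of which lie on the X. The column for condensin II marks 4 genes, that for KLE-2 in embryos 22 and that for KLE-2 in L3 larvae 46.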
